# RNAseq analysis of oocyte maturation from the germinal vesicle stage to metaphase II in pig and human

**DOI:** 10.1371/journal.pone.0305893

**Published:** 2024-08-09

**Authors:** Feng Tang, Katja Hummitzsch, Raymond J. Rodgers

## Abstract

During maturation oocytes at the germinal vesicle (GV) stage progress to metaphase II (MII). However, during in vitro maturation a proportion often fail to progress. To understand these processes, we employed RNA sequencing to examine the transcriptome profile of these three groups of oocytes from the pig. We compared our findings with similar public oocyte data from humans. The transcriptomes in oocytes that failed to progress was similar to those that did. We found in both species, the most upregulated genes in MII oocytes were associated with chromosome segregation and cell cycle processes, while the most down regulated genes were relevant to ribosomal and mitochondrial pathways. Moreover, those genes involved in chromosome segregation during GV to MII transition were conserved in pig and human. We also compared MII and GV oocyte transcriptomes at the isoform transcript level in both species. Several thousands of genes (including *DTNBP1*, *MAPK1*, *RAB35*, *GOLGA7*, *ATP1A1* and *ATP2B1*) identified as not different in expression at a gene transcript level were found to have differences in isoform transcript levels. Many of these genes were involved in ATPase-dependent or GTPase-dependent intracellular transport in pig and human, respectively. In conclusion, our study suggests the failure to progress to MII in vitro may not be regulated at the level of the genome and that many genes are differentially regulated at the isoform level, particular those involved ATPase- or GTPase-dependent intracellular transport.

## Introduction

During prenatal life, immature oocytes in the developing ovary begin meiotic division, but then arrest as primary oocytes at prophase I of meiosis I until puberty. This meiotic stage is characterized by an oocyte with a large nucleus (germinal vesicle; GV) and visible nucleolus. Each primary oocyte is surrounded by pre-granulosa cells and together they constitute a primordial follicle. Daily, a small proportion of primordial follicles are activated and start their development via primary follicles, preantral follicles to antral follicles. The latter are so named as they contain a follicular-fluid-filled antrum. The antrum is bounded by multiple layers of granulosa cells and two specialized stromal layers, the theca interna and theca externa. During follicular growth the oocyte enlarges considerably, develops a zona pellucida and interacts with the surrounding somatic cumulus cells via gap junctions. At this stage the oocyte is prevented from progressing further into meiosis by high levels of cyclic adenosine monophosphate (cAMP)/cyclic guanosine monophosphate (cGMP) transported from surrounding cumulus cells into the oocyte via gap junctions [1, 2]. During the reproductive cycle the luteinizing hormone (LH) surge initiates the process of ovulation of oocytes from large antral follicles and the gap junctions between the cumulus cells and the oocyte break down, significantly reducing the cAMP/cGMP concentration in the oocyte [2]. This initiates meiosis resumption and this progresses to metaphase II (MII) where meiosis stops again. The process of developing from a GV oocyte to a MII oocyte is called oocyte maturation. The MII oocyte will complete meiosis II if fertilisation by sperm occurs.

During oocyte maturation, a series of biological events have to occur to secure accurate chromosome segregation and cell division resulting in a healthy MII oocyte with fertilisation competence. Interruption of spindle formation, which is the major mediator of chromosome segregation, can lead to meiotic arrest and impairment of the oocyte maturation rate [3, 4]. Moreover, spindle microtubules attachment to chromosomes has to occur in an amphitelic way, meaning the two sister kinetochores should attach from opposite spindle poles. Otherwise, it would result in incorrect chromosome segregation, and the production of aneuploid (abnormal number of chromosomes) oocytes [5, 6] and subsequent miscarriages or birth defects if fertilised. In addition to the important function of cytoskeleton, oxidative phosphorylation (OXPHOS) also plays an essential role in the regulation of energy-intensive oocyte maturation. A positive correlation between oocyte developmental potential and its ATP content has been confirmed [7]. Oocyte aneuploidy can happen due to mitochondrial dysfunction and a decrease in mitochondria-derived ATP [8, 9]. Reactive oxygen species (ROS) are an unavoidable by-product of the electron transport chain in mitochondria during OXPHOS. Studies have shown that ROS might cause aneuploidy by premature loss of cohesion and chromosome segregation errors [10]. Therefore, maintaining a redox balance puts great constraint on oocyte maturation [11]. Aneuploidy events are more prevalent during meiosis I than meiosis II, which leads to the question if the oxidative response is different resulting in the oocyte during meiosis I being more susceptible to ROS-damage.

Although the underlying transcriptomic/proteomic differences between GV and MII oocytes have been studied in different species [12–14], to the best of our knowledge no transcriptomic profiles with reliable replicates (≥5) are established, especially in large mammals such as the pig. Additionally, most oocyte-relevant RNA sequencing data has only been analysed at the gene level in the past. However, with the release of novel analysing software like *Salmon* and *Kallisto* [15, 16], analysing RNA sequencing (RNAseq) data at isoform transcript resolution is no longer a problem and has the potential to reveal significant biological clues otherwise previously missed.

In this study, we collected oocytes at three major developmental stages including GV, MII and damaged (referring to oocytes that did not progress to producing the first polar body after *in vitro* maturation) from pig ovaries to perform RNAseq and identified changes in genes/transcripts required for oocytes to transition from GV to MII stage and main upstream regulators and pathways involved in oocyte maturation. Our focus lay on gene/transcript level alterations regarding oxidative stress response/ antioxidants, oxidative phosphorylation and mitochondria, endoplasmic reticulum (ER) stress, oocyte developmental marker, cell cycle, ribosomal, and cytoskeleton/ extracellular matrix. To identify differences in genes and transcripts, which could lead to a decline in oocyte competence by delay or breakdown of development, we analysed MII oocytes with a polar body and ‘damaged’ oocytes without a polar body following *in vitro* incubation. We also compared our transcriptomic profiles for GV and MII pig oocytes with corresponding human oocyte stages using public human oocyte RNAseq datasets.

## Materials

### Oocyte collection and in vitro maturation

Sow ovaries were obtained from a local abattoir and transported to the laboratory in warm 0.9% sodium chloride solution (Baxter, Old Toongabbie, NSW, Australia) at 37°C. Follicular fluid including cumulus oocyte complexes (COCs) was then collected from follicles with a size of 5 mm using a vacuum pump. COCs with a uniform cytoplasm and several layers of cumulus cells were separated from the follicular fluid by mouth-pipetting, followed by washing with phosphate buffered saline (PBS) to remove cell debris. For the collection of GV stage oocytes, we removed cumulus cells by digestion of a subset of fresh COCs with 5 μg/mL hyaluronidase (Sigma-Aldrich/Merck, St. Louis, MO, USA), followed by 5 mins vortex at RT. Then, the remaining COCs were cultured for 42-44h in Medium 199 (GIBCO/Life Technologies) supplemented with 100 μg/ml sodium pyruvate (Sigma-Aldrich/Merck, St. Louis, MO, USA), 75μg/ml penicillin (Sigma-Aldrich/Merck, St. Louis, MO, USA), 50 μg/ml streptomycin (Sigma-Aldrich/Merck, St. Louis, MO, USA), 1 mM cysteamine (Sigma-Aldrich/Merck, St. Louis, MO, USA), 5 μg/ml insulin (Sigma-Aldrich/Merck, St. Louis, MO, USA), 10 IU/ml pregnant mare serum gonadotrophin (PMSG; Intervet Schering-Plough Animal Health), 10 IU/ml human choriongonadotrophin (HCG; Intervet Schering-Plough Animal Health), 10^−2^ μg/ml EGF (Sigma-Aldrich/Merck, St. Louis, MO, USA) and 1 ml sow follicular fluid at 38.5°C and 5% CO_2_ to induce maturation from GV stage to MII stage. After *in vitro* maturation for 42-44h, the COCs were treated with 5 μg/ml hyaluronidase (Sigma-Aldrich/Merck, St. Louis, MO, USA) to remove cumulus cells and then observed under a stereomicroscope to determine the presence of a first polar body. Oocytes with a first polar body were classified as ‘MII group’, whereas oocytes lacking a first polar body were classified as ‘damaged group’ (S1 Fig). All denuded oocytes were washed by calcium/magnesium-free Dulbecco’s phosphate buffered saline (PBS) buffer (GIBCO/Life Technologies) several times and immediately stored at -80°C until preparation for RNAseq. We performed 5 biologically independent collections, whereby 15 oocytes from each stage/group were collected.

### Library construction and sequencing

The SMART-Seq^®^ HT kit (Takara Bio Inc., Shiga, Japan) was used for cDNA generation according to the manufacturer’s instructions using 13 PCR cycles across a total of 15 samples. cDNAs were then converted to sequencing libraries using the Illumina DNA Prep kit (Illumina, San Diego, USA) according to the manufacturer’s instructions with 8 PCR cycles for the final amplification. An equimolar pool of libraries was sequenced by single-end RNA sequencing (1 x 75bp) on an Illumina Nextseq 500 at the South Australian Genomics Centre (SAGC; Adelaide, SA).

### RNA-seq data collection and processing

Public human oocytes FASTQ sequencing files were downloaded from the Gene Expression Omnibus (GEO) database using the accession number GSE164371. All raw FASTQ files were removed adapters and low-quality bases using AfterQC tool [17], followed by quality control check by FastQC (version: 0.11.7). Only FASTQ files that can pass quality control were quantified at transcript level by *Kallisto* [16] in default settings. The reference transcriptome files (Sus_scrofa.Sscrofa11.1.cdna.all.fa and Homo_sapiens.genecode.V41.transcripts.fa) used for building *Kallisto* index were downloaded from ENSEMBL and GENECODE database respectively.

For differential gene expression (DGE) analysis, we used R package tximport [18] to summarise *Kallisto* transcript-level estimates to gene level with the recommended scaling method lengthScaledTPM for limma-voom pipeline. Using gene-level counts, a DGEList object was created by DGEList function in R package edgeR [19], and filtered with filterByexpression function with specifying the group argument. The filtered DGEList object was transformed by voom function from R package limma [20], and then the voom object was processed with linear fit and Bayes correction to detect differentially expressed genes (DEGs). Differentially expressed genes were identified using the criteria |log_2_(fold change)| > 2 and FDR < 0.01 in the pig dataset, and |log_2_(fold change)| > 1.5 and FDR < 0.01 in the human dataset.

Additionally, we performed a differential transcript usage (DTU) analysis and a differential expression (DE) analysis based on transcript-level estimates [18]. DTU analysis was performed with R package IsoformSwitchAnalyzeR [21]. Transcriptome files used in the Kallisto alignment and corresponding gene transfer format (GTF) annotation were imported using importRdata function to establish a switchAnalyzeRlist object, followed by filtering out all genes and isoforms that do not suit the survival criteria (gene expression cut off = 1, IF cut off = 0.05, differential isoform fraction (dIF) cutoff = 0.1, removeSingleIsoformGenes = TRUE) by using preFilter function. The DTU events were tested by isoformSwitchTestDEXseq(reduceToSwitchingGenes = TRUE) function and significant DTU events were identified using the criteria FDR < 0.01 and |dIF| > 0.1. To predict alternative splicing (AS) and switching consequences, we performed external analyses such as CPC2 [22], Pfam [23], SingalIP [24] and IUPred2A [25] using the fasta files produced by extractSequence(removeLongAAseq = TRUE, alsoSplitFastaFile = TRUE, alpha = 0.01, dIFcutoff = 0.1, writeToFile = TRUE) function and then imported back to the switchAnalyzeRlist object using analyzeCPC2(codingCutoff = 0.725, removeNoncodinORFs = TRUE), analyzePFAM, analyzeSignalP and analyzeIUPred2A functions. To predict AS events and relevant switching consequence, analyzeAlternativeSplicing and analyzeSwitchConsequences were performed in default settings. Then, we used extractConsequenceSummary and extractSplicingSummary functions to quantify gain/loss (also shorter/longer, sensitive/insensitive, switch) of predicted functional consequences and gain/loss of splicing events. Also, to detect whether uneven usage of AS and switching consequence, extractSplicingEnrichment(countGenes = FALSE) and extractConsequenceEnrichment(countGenes = FALSE) were employed to do a binomial test and summary plot. Uneven usage was considered significant as FDR < 0.05.

### Gene ontology (GO) enrichment, canonical pathway and network analysis

The functional annotation for DEGs and genes with at least one significant DTU event (gDTUs) in the pig and human datasets were carried out by R package clusterProfiler [26]. For DEGs, GO enrichment analysis was done with up- or down-regulated genes respectively. The Benjamini–Hochberg algorithm was employed to control the false discovery rate (FDR) for multiple hypothesis. The GO pathways with FDR < 0.05 were considered significant.

Differentially expressed gene data sets determined by corrected *p* value (FDR<0.01) and log_2_(fold change) > 2 for the pig dataset and > 1.5 for the human dataset, and including up- and downregulated genes were imported into Ingenuity Pathway Analysis (IPA^®^, QIAGEN Redwood City, CA, United States). The DEGs were subjected to core analyses focussing on direct and indirect relationships pertaining to canonical pathways (metabolic and cell signalling), upstream regulators and network generation of differentially expressed gene interactions with other molecules within the Ingenuity Knowledge Base.

### Fisher exact statistical test

One tail Fisher exact statistical tests were performed by fisher.test function (alternative = “greater”) in R to investigate whether there was significant overlapping (*P* value < 0.05) of the DEGs on a specific pathway between pig dataset and human dataset. In the application of fisher.test function, the total number of genes on a specific pathway was the sum of the number of genes involved in the pathway (Gene Ontology database) of pig and human datasets.

### Data visualisation

The scatterplots and bar plots were generated with R package ggplot2. Heatmap and Venn diagram were drawn using R package pheatmap and VennDiagram, respectively. Exon-intron maps were generated using R package IsoformSwitchAnalyzeR.

### Data and code

Raw sequencing data, images, and processed data have been deposited in the Gene Expression Omnibus (GEO) repository under accession GEO: GSE237026. All original code has been deposited at GitHub: https://github.com/tf1993614/Pig-Human-RNAseq-analysis/tree/main.

## Results

### Transcriptome characterisation of pig and human oocytes

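Pig oocytes were sampled at the GV stage from fresh cumulus oocyte complexes, and after in vitro maturation for 42 to 44 h as MII oocytes with a polar body or as ‘damaged’ oocytes without one. Each of the 15 libraries was made from 15 oocytes, and each group had 5 libraries. The authors estimated the counts of 46369 transcripts per library with Kallisto, which assigns reads to annotated transcripts without aligning them to the genome. The deposited counts are not normalized. Expressed in M, as mega counts, they summed to between 6.40 and 23.6 M per library, with a median of 13.6 M for GV, 16.6 M for MII and 16.1 M for ‘damaged’ oocytes. A table of gene counts, made by the authors with tximport from transcript abundance and mean transcript length, was also deposited. Because no list of which transcript belongs to which gene was at hand, the transcripts of each gene were found by matching the transcript counts to 8 columns of that table. This placed the transcripts of 13643 of the 13649 genes with at least 10 counts in at least 2 of these columns, and the gene counts of all 15 libraries were computed from them. The computed counts differed from the deposited counts of at least 10 by at most 0.000364%. Genes were tested with limma-voom on the library sizes, without further normalization factors, since the methods of the paper name none. As in the paper, a DEG had an FDR under 0.01 and an absolute log2 fold change over 2. Levels are given as mean CPM (counts scaled to the same total in each library) ± SD over 4 GV, 5 MII, 5 ‘damaged’ or 10 MIX libraries, and positions are those of RefSeq on Sscrofa11.1. Intervals and the limits that a count of 0 allows cover counting error only, because amplified reads are not independent molecules. The human libraries were not analysed here.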

To investigate the gene expression changes across oocyte maturation, we performed RNAseq analysis on isolated and *in vitro* matured pig oocytes and re-analysed public RNAseq data from human oocytes of different development stages for comparison.

Quality control of our pig datasets identified a GV stage oocyte sample, which only comprised 13 million sequencing reads compared to on average 20 million sequencing reads in the other samples. This GV sample was removed from downstream analyses. 

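The estimated counts of GV replicates 1 to 5 summed to 14.5, 12.0, 6.40, 13.6 and 13.9 M, and the mean of the 14 libraries other than GV replicate 3 was 16.2 M ± 3.12 (SD, n = 14). These totals hold the reads assigned to transcripts, a smaller number than the sequencing reads that the paper counts. In GV replicate 3, 25930 transcripts had a count, against 28361 to 28885 in the other GV libraries. The 10 most abundant genes of GV replicate 3 took 13.2% of its counts (95% Wilson interval 13.2 to 13.3%), against 7.18 to 7.47% in the other GV libraries. In the MII and ‘damaged’ libraries, this share was 13.4% ± 0.594 (SD, n = 10).

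**Figure D1:**
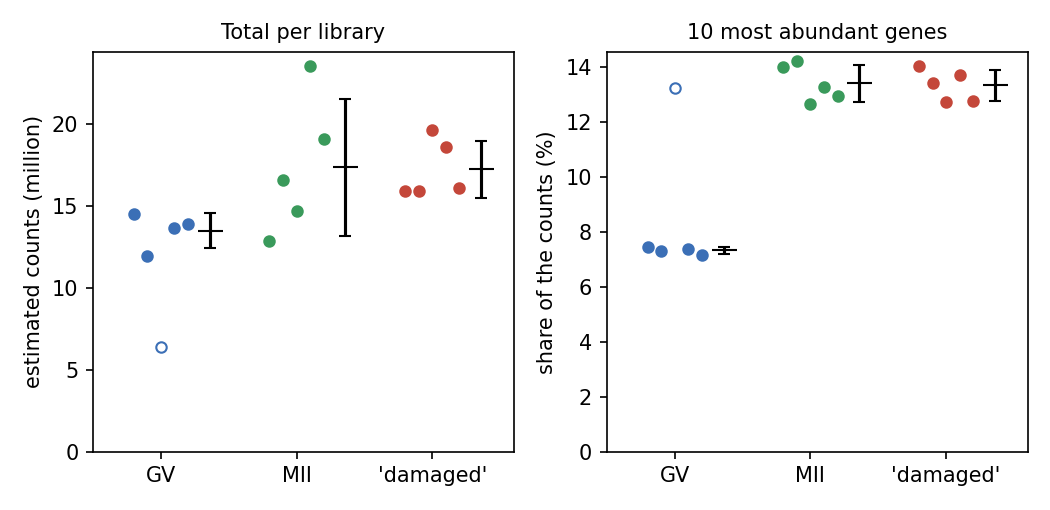
Total of the estimated counts (left, M) and share of the counts on the 10 most abundant genes (right, %) in each library, by group. Points are libraries in replicate order, the open point is the GV library that was removed, and bars give the mean ± SD without it. The open point lies at 6.40 M and 13.2%.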

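The removed library was found from the GV means and SEMs in S2 to S8 Tables, which were compared with each choice of 4 of the 5 GV libraries. Without GV replicate 3 and over 329 genes, the ratio of the recomputed mean to the paper's mean was 0.981 with a spread of 0.122% when libraries were scaled by TMM factors, which correct library sizes for differences in composition. With the same factors, the spread was 7.56 to 17.9% for the other choices of 4 libraries and 8.57% for all 5. Scaled by library size alone, the recomputed GV means were 1.52 times the paper's. The study thus probably used TMM factors, and the values given below on library sizes rest on another scaling. GV replicates 1, 2, 4 and 5 are used for GV below unless all 5 are named.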

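The deposited gene table of the pig lists 22516 genes, of which 18954 had a count in the 8 columns used.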

We detected 22,516 in the pig dataset and 62,610 genes in the human dataset due to the different sequencing platforms used. 

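With edgeR's filterByExpr (minimum count 10, minimum total count 15), 13226 pig genes were kept in the 14 libraries. A filter of 10 CPM in at least as many libraries as the smallest group kept 7463 genes, and 17388 genes had a count above 0 in any of these libraries.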

After filtering out genes with low expression (< 10 counts per million (pm)), 12,962 and 18,998 genes were preserved in pig and human dataset, respectively, for further application.

Principle component analysis (PCA) showed that GV oocytes were significantly different from MII oocytes in both datasets (Fig 1A and 1C). 

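In the PCA of the log2 CPM values of the pig genes tested, PC1 held 80.4% of the variance and PC2 held 3.09%. The 4 GV libraries and the 10 MII and ‘damaged’ libraries did not overlap on PC1. The difference in mean PC1 score had a two-sided exact permutation p of 0.000999, the smallest that the 1001 splits of 14 libraries allow. Scaling each gene to unit variance moved these shares the most, to 62.6% for PC1 and 8.28% for PC2, and left the p unchanged. With all 5 GV libraries, PC1 held 81.0%.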

Surprisingly, in the pig dataset, MII and ‘damaged’ oocytes did not separate in the PCA (Fig 1A). Therefore, we combined these two groups for further analyses (‘MIX’). 

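Between the 5 MII and 5 ‘damaged’ libraries, the pseudo-F of the Euclidean distances was 0.821, with an exact permutation p of 0.889 over all splits of the 10 libraries into 5 and 5. Group membership took up 9.31% of the variance of these 10 libraries. The mean scores of MII and ‘damaged’ libraries differed neither on PC1 (two-sided exact permutation p 0.349) nor on PC2 (two-sided exact permutation p 0.881). Fits that left out one of the 14 libraries gave a pseudo-F between 0.755 and 0.922. These permutations took no account of the 5 collections that the paper describes, and whether the replicate numbers mark them is not stated. If libraries of a collection are alike, such a test can miss a difference between the groups. From the missing separation in the PCA, the paper reasons that MII and ‘damaged’ oocytes can be combined for the comparison with GV oocytes.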

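As a distance between pig libraries, 1 minus the Pearson correlation of their log2 CPM values was computed across genes, which are not independent replicates. It ranged from 0.0207 to 0.0557 among GV libraries, from 0.0186 to 0.0317 among MII libraries and from 0.0220 to 0.0349 among ‘damaged’ libraries. From MII to ‘damaged’ libraries it ranged from 0.0143 to 0.0336, with a median of 0.0255, against medians of 0.0257 within MII and 0.0282 within ‘damaged’ libraries. GV libraries were 0.133 to 0.199 from MII libraries and 0.139 to 0.195 from ‘damaged’ libraries, farther than any pair within a group.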

Consistent with PCA, the distance matrix (Pearson correlation) across samples also revealed similar relationships between oocytes of a distinct development phase in both species (S2A and S2C Fig). A significant different gene expression pattern between GV oocytes and MII oocytes was also observed in the heatmaps of both species (S2B and S2D Fig).

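The library nearest to each of the 15 pig libraries was of the same stage in 15 cases, where MII and ‘damaged’ count as one stage. Of the 10 MII and ‘damaged’ libraries, 3 had their nearest library in their own group. GV replicate 3, which is not in the heatmap, lay at a median distance of 0.0686 from the other GV libraries and of 0.247 from the MII and ‘damaged’ libraries.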

**Fig 1:**
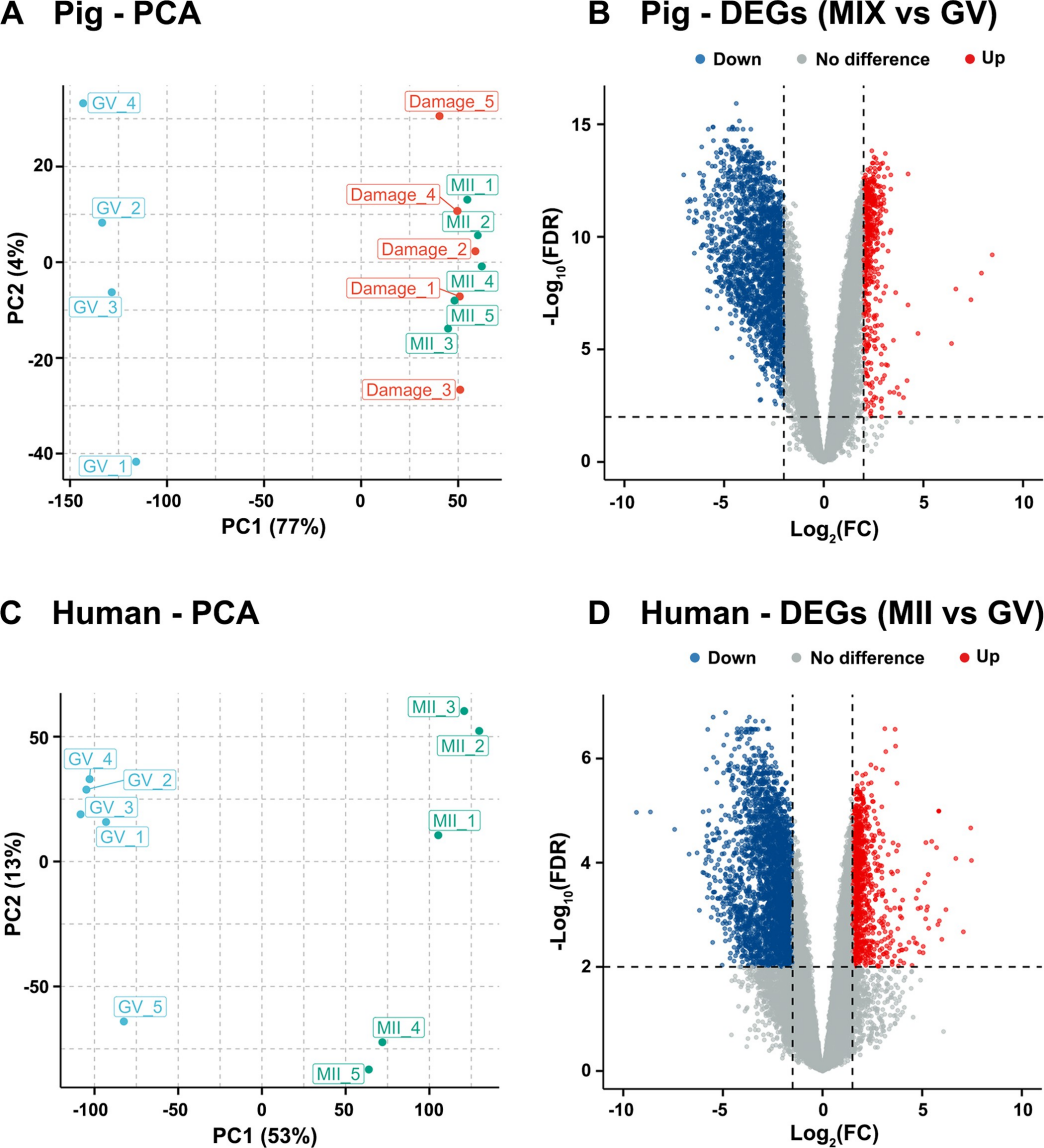
Principal Component Analysis (PCA) and analysis of differentially expressed genes (DEGs) of oocyte samples across different developmental stages in the pig and human datasets. (A) PCA analysis of pig oocytes showing GV oocytes (n = 4) in blue, while ‘damaged’ (n = 5) and MII oocytes (n = 5) are in red and green, respectively. (B) Volcano plot showing the differentially up- and downregulated genes (FDR < 0.01 and |log_2_(fold change)| > 2) between pig ‘Mix’ (MII and ‘damaged’ oocytes combined) and GV stage oocytes. (C) PCA analysis of human oocytes showing GV oocytes (n = 5) in blue and MII oocytes (n = 5) in green. (D) Volcano plot showing the differentially up- and downregulated genes (FDR < 0.01 and |log_2_(fold change)| > 1.5) between human MII and GV stage oocytes. Upregulated and downregulated genes are coloured in red and blue, respectively.

### The effect of developmental stage on the oocyte gene expression

Differential gene expression analysis comparing MIX (MII + ‘damaged’) versus GV stage oocytes in the pig dataset found 2,654 differentially expressed genes (DEGs), of which 538 genes were upregulated and 2,116 genes were downregulated in MIX (MII + ‘damaged’) oocytes as shown in the Volcano plot (Fig 1B). 

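Of the 13226 pig genes tested on library sizes, 3829 were DEGs between MIX and GV oocytes, 46 of them upregulated and 3783 downregulated in MIX. The median log2 fold change of all genes tested was -1.05, so that a gene with the typical change lies that far below 0. TMM factors, which were 1.35 to 1.73 in GV and 0.794 to 0.922 in MIX libraries, moved this median to -0.16. With these factors, which moved the split the most toward upregulated genes among the limma fits, 565 DEGs were upregulated and 2213 downregulated, and 2259 of the 2778 DEGs were also DEGs on library sizes. The share of upregulated genes among the DEGs was 1.20% on library sizes and 20.3% with TMM factors. edgeR's quasi-likelihood test with TMM factors gave 549 upregulated and 2160 downregulated DEGs, and DESeq2 with its size factors 603 and 2125. With all 5 GV libraries, 68 DEGs were upregulated and 3826 downregulated. Among DEGs with a gene symbol whose MIX and GV libraries did not overlap, the 3 largest rises were those of *SNX7*, *IL6* and *ZEB2*, and the 3 largest falls those of *ZNRD2*, *SCO2* and *SDS*. *SNX7* (ENSSSCG00000006877, chromosome 4, 119040986 to 119258507) had 293 ± 97.1 CPM in GV and 2928 ± 497 CPM in MIX oocytes, a log2 fold change of 3.36 (standard error 0.175, FDR 1.01e-12) and of 4.26 with TMM factors. For *IL6* (ENSSSCG00000020970, chromosome 9, 91506421 to 91510830), the log2 fold change was 3.35 (standard error 0.451, FDR 1.11e-06), with 3.04 to 6.03 counts per GV library. The rise of *ZEB2* (ENSSSCG00000021343, chromosome 15, 7498879 to 7631347) was 2.80 (standard error 0.836, FDR 0.00473) and rests on 0 to 3.99 counts per GV library. It was no longer a DEG without GV replicate 4 or without GV replicate 5. *ZNRD2* (ENSSSCG00000020737, no position in the annotation used) fell from 52.9 ± 8.80 CPM to 0.220 ± 0.129 CPM, a log2 fold change of -7.90. *SCO2* (ENSSSCG00000031420, chromosome 5, 220801 to 222678) changed by -7.70 and *SDS* (ENSSSCG00000036865, chromosome 14, 38503922 to 38513908) by -7.64, with at most 3.99 counts per MIX library for the former and 3.96 for the latter. MII replicate 4 alone of the MIX libraries had a count of *SCO2*, so the size of its fall is not well determined.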

In the human dataset, we found 3,969 DEGs, of which 1,118 genes were upregulated and 2,851 downregulated in MII oocytes compared with GV oocytes (Fig 1D). The complete list of DEGs for both species are presented in S1 and S9 Tables. 

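Between the 5 MII and 5 ‘damaged’ pig libraries, none of the 13226 genes tested was a DEG. The smallest FDR was 0.999922. An unadjusted p under 0.05 was found for 170 genes, 1.29% of those tested. None was a DEG under any alternative run, and the number of genes with an unadjusted p under 0.05 then lay between 47, with the filter of 10 CPM, and 433, with library weights, in fits of all 5 MII and 5 ‘damaged’ libraries. The smallest FDR of these fits was 0.0765, with the replicate number as a term. On simulated data of the same size, 200 of 200 genes with a log2 fold change of 3 between MII and ‘damaged’ libraries were recovered, with 0 false calls. This simulation had a dispersion of 0.05 and changed only genes with enough counts, so it does not measure the power for smaller changes. With no change put in, 5.07% of simulated genes had an unadjusted p under 0.05, against the real 1.29%. The simulation thus does not match these libraries in this respect.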

We did not find any DEGs comparing ‘MII’ with ‘damaged’ in the pig dataset (S3A Fig) strengthening our decision to combine these two groups.

We found 53 DEGs to be associated with the oocyte and the cell cycle in the comparison of MIX (MII + ‘damaged’) versus GV oocytes in the pig, whereat 36 were up- and 17 downregulated (S2 Table). 

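Every one of the 53 genes listed in S2 Table was tested, and each changed in the listed direction with an FDR under 0.01. On library sizes, 2 of the 36 genes listed as upregulated and 17 of the 17 listed as downregulated were DEGs. With TMM factors, 36 and 17 were DEGs, and with all 5 GV libraries 7 and 17 were. The median log2 fold change of the genes listed as upregulated was 1.40 on library sizes and 2.31 with TMM factors, and that of the genes listed as downregulated was -4.36 and -3.47. These genes were picked by the study from the same libraries, so these counts are not independent evidence.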

In the human comparison, 89 genes related to oocyte and cell cycle were differentially expressed, whereat 51 were up- and 38 downregulated (S10 Table). Surprisingly, the transcription factor *POU5F1*, which is playing a key role in stem cell pluripotency and embryonic development, is upregulated, whereas another molecule associated with embryonic development, *NODAL*, is downregulated (S10 Table). 

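*COQ10A* (ENSSSCG00000025190, chromosome 5, 21665252 to 21670323) had 0.630 ± 0.315 CPM in GV and 2.15 ± 0.514 CPM in MIX oocytes, a log2 fold change of 1.77 (standard error 0.332, FDR 6.64e-05) and of 2.67 with TMM factors. Its 4 GV libraries held 6.29 to 15.0 counts, and the gene was a DEG on library sizes only when all 5 GV libraries were used (2.20) or GV replicate 4 was left out. The increase of *COQ10B* (ENSSSCG00000016076, chromosome 15, 101338012 to 101354714) was 1.30 (standard error 0.155) on library sizes and 2.20 with TMM factors. *MRPL44* (ENSSSCG00000016232, chromosome 15, 125732419 to 125739819) rose by 1.28 (standard error 0.116) and 2.17, and *NUBPL* (ENSSSCG00000001968, chromosome 7, 67785652 to 68028561) by 1.11 (standard error 0.222) and 2.03. For *NUBPL* MIX versus GV, the rise was 0.33 (FDR 0.0701) with Kallisto estimated counts summed per gene, which are not scaled by transcript length, and 0.76 without GV replicate 5. It was 1.81 with edgeR and 1.85 with DESeq2, both under the threshold of 2. All 4 genes were higher in each MIX library than in each of the 4 GV libraries. Of the genes listed as downregulated in S3 Table, 97 of 97 were DEGs on library sizes and 97 with TMM factors, with a median log2 fold change of -4.03 and -3.12.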

DEGs associated with mitochondria and oxidative phosphorylation were mostly downregulated (97 genes) in the pig comparison except for coenzymes *COQ10A* and *COQ10B*, mitochondrial ribosomal protein L44 (*MRPL44*) and the mitochondrial NUBP iron-sulfur cluster assembly factor (*NUBPL*) (S3 Table). In the human comparison, mitochondrial-associated genes were more evenly up- (38 genes) and downregulated (59 genes) (S11 Table). 

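Of the steroidogenesis genes listed in S4 Table for the pig, the 3 listed as upregulated rose by a median of 1.29 on the log2 scale and none was a DEG on library sizes. With TMM factors all 3 were DEGs, with a median of 2.19. The 13 genes listed as downregulated were all DEGs on library sizes, with a median log2 fold change of -4.51, and with TMM factors, with a median of -3.61.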

Steroidogenesis related genes are mostly unaffected by oocyte maturation in the pig (3 genes up- and 13 genes downregulated) or human (5 genes up- and 5 genes downregulated) (S4 and S12 Tables, respectively). The transition of GV oocytes into MII oocytes is connected with an upregulation of catalase (*CAT*) and glutathione peroxidase 1 (*GPX1*), whereas other antioxidant enzymes, such as peroxiredoxins *PRDX1*, *PRDX3*, and *PRDX5*, nucleoredoxin (*NXN*), thioredoxin 2 (*TXN2*), *GPX4*, *GPX6*, and glutaredoxin 3 (*GLRX3*) are downregulated in the pig comparison (S5 Table). 

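*CAT* (ENSSSCG00000013302, chromosome 2, 26493664 to 26533881) had 144 ± 31.3 CPM in GV and 371 ± 94.6 CPM in MIX oocytes, a log2 fold change of 1.36 (standard error 0.190, FDR 1.93e-06) and of 2.25 with TMM factors. In *GPX1* (ENSSSCG00000060656, chromosome 13, 31916269 to 31917337), levels went from 11.2 ± 4.00 CPM to 24.0 ± 4.54 CPM, a log2 fold change of 1.14 (FDR 4.18e-05) on library sizes and of 2.05 with TMM factors. Neither was past a log2 fold change of 2 on library sizes, and *GPX1* was not with edgeR either (1.97). The peroxiredoxin genes changed on the log2 scale as follows: *PRDX1* (ENSSSCG00000003914, chromosome 6, 165847390 to 165859918) by -3.57, *PRDX3* (ENSSSCG00000010682, chromosome 14, 129079050 to 129090790) by -4.75 and *PRDX5* (ENSSSCG00000013030, chromosome 2, 7798672 to 7801955) by -2.94. *NXN* (ENSSSCG00000028720, chromosome 12, 46909175 to 47075435) changed by -6.50, *TXN2* (ENSSSCG00000000144, chromosome 5, 11264470 to 11289388) by -3.39 and *GLRX3* (ENSSSCG00000010759, chromosome 14, 139072554 to 139108063) by -4.03 on the log2 scale. Of the peroxidases, *GPX4* (ENSSSCG00000024052, chromosome 2, 77321568 to 77323931) changed by -3.86 and *GPX6* (ENSSSCG00000001213, chromosome 7, 22256013 to 22267992) by -3.38, the latter with 0 to 10.9 counts per MIX library. Each of these 8 genes was a DEG on library sizes and with TMM factors, with FDRs up to 5.70e-08 on library sizes. *PRDX5* was not past the threshold with DESeq2, where its log2 fold change was -1.99. Of the genes listed in S5 Table, 0 of the 5 listed as upregulated and 26 of the 26 listed as downregulated were DEGs on library sizes, and 5 and 26 with TMM factors.

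**Figure D2:**
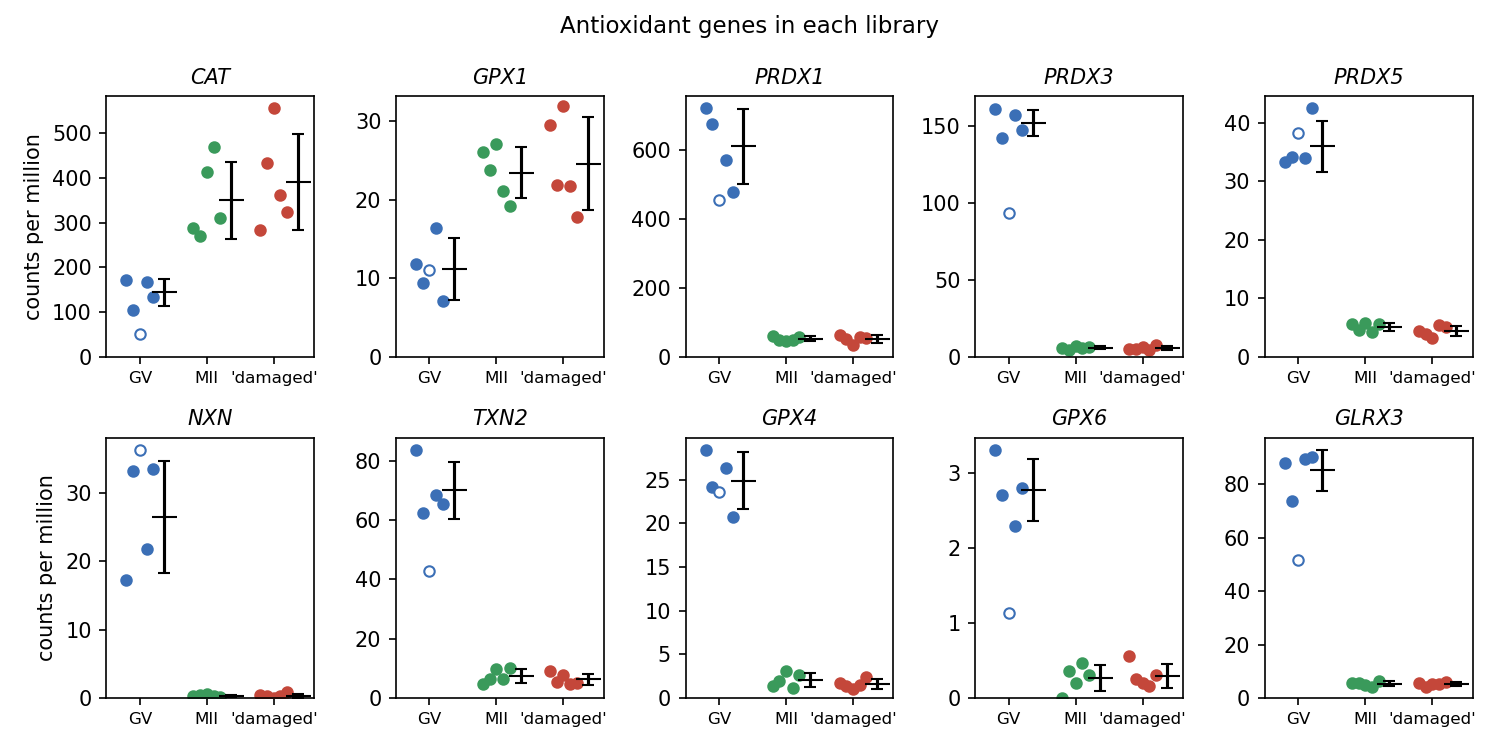
CPM of 10 antioxidant genes in each library, by group, on linear axes from 0. Points are libraries in replicate order, the open point is the GV library that was removed, and bars give the mean ± SD without it. All 10 MIX libraries lie above the 4 filled GV points for CAT and GPX1 and below them for the other 8 genes.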

In the human, however, *PRDX3* and *PRDX4* are upregulated, whereas thioredoxin reductase 2 (*TXNRD2*), *GLRX*, *GLRX3* and *NXN* are downregulated (S13 Table). We found some DEGs to be associated with endoplasmic reticulum (ER) stress. The majority of these genes was downregulated in MIX (MII + ‘damaged’) oocytes in the pig (S6 Table) and in the human (S14 Table). 

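Of the ER stress genes listed in S6 Table for the pig, 1 of the 9 listed as upregulated and 30 of the 30 listed as downregulated were DEGs on library sizes. With TMM factors, all 9 and all 30 were DEGs. The median log2 fold change of the downregulated genes was -3.68 on library sizes and -2.78 with TMM factors.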

All DEGs related to ribosomal structure, such as ribosomal proteins for the small and large subunit, were downregulated in MIX (MII + ‘damaged’) versus GV oocytes in the pig (S7 Table), whereas in human 50% were up- and 50% downregulated (S15 Table). 

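Each of the 49 genes in S7 Table of the pig was a DEG and lower in MIX oocytes, on library sizes and with TMM factors. Their median log2 fold change was -4.08 on library sizes and -3.20 with TMM factors.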

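Of the 40 genes in S8 Table of the pig, 7 are listed as upregulated and 33 as downregulated in MIX oocytes. On library sizes, 0 of the 7 and 33 of the 33 were DEGs, and all 40 changed in the listed direction with an FDR under 0.01. With TMM factors, 7 and 33 were DEGs.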

Overall, 40 genes in the pig MIX (MII + ‘damaged’) oocytes and 53 in the human MII oocytes are differentially expressed and associated with the cytoskeleton and extracellular matrix compared with GV oocytes (S8 and S16 Tables respectively). 

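*COL19A1* (ENSSSCG00000044472, chromosome 1, 50044394 to 50402256) had 12.8 ± 4.97 CPM in GV and 38.6 ± 6.40 CPM in MIX oocytes, a log2 fold change of 1.68 (standard error 0.217, FDR 6.32e-07) and of 2.59 with TMM factors. *VCAN* (ENSSSCG00000014136, chromosome 2, 91682177 to 91811674) went from 301 ± 59.6 CPM in GV to 734 ± 55.2 CPM in MIX oocytes, with a log2 fold change of 1.30 (FDR 6.81e-10) on library sizes and of 2.20 with TMM factors. In both genes each MIX library was above each of the 4 GV libraries, and the values on library sizes stay under a log2 fold change of 2.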

Upregulated DEGs include collagen type XIX alpha 1 (*COL19A1*) and versican (*VCAN*) in the pig (S8 Table), and *COL1A1*, fibronectin 1 (*FN1*), laminin subunits alpha 2 (*LAMA2*) and beta 1 (*LAMB1*) in the human comparison (S16 Table). Downregulated genes include, amongst others, *COL28A1*, nidogen 1 (*NID1*), *COL15A1*, *COL23A1*, and brevican (*BCAN*) in the pig (S8 Table), and *COL4A6*, *COL18A1* as well as *COL23A1* in the human (S16 Table).

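In pig MIX oocytes, *COL28A1* (ENSSSCG00000015342, chromosome 9, 77670890 to 77841939) had the largest fall of these 5 genes, with a log2 fold change of -4.60 (standard error 0.369, FDR 6.46e-10). For *NID1* (ENSSSCG00000026819, chromosome 14, 55239327 to 55346948) it was -4.06, for *COL15A1* (ENSSSCG00000005380, chromosome 1, 240718128 to 240829188) -3.80, for *COL23A1* (ENSSSCG00000014029, chromosome 2, 79766260 to 80141296) -3.36 and for *BCAN* (ENSSSCG00000006477, chromosome 4, 93432331 to 93450895) -3.22. The levels in MIX oocytes were low: *COL23A1* had 1.11 ± 0.426 CPM, and the other 4 genes had 0.276 to 0.588 CPM on average. All 5 were DEGs on library sizes and with TMM factors, and no MIX library reached the level of a GV library.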

To determine which biological functions are connected with these DEGs, gene ontology (GO) enrichment analysis was carried out using upregulated or downregulated DEGs separately in both datasets (Fig 2). 

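Because no gene ontology database was at hand, gene families were fixed in advance by symbol and tested with limma's camera (preset inter-gene correlation 0.01) against all other genes in the MIX versus GV comparison of the pig. As all genes together shifted down on library sizes, the family values are given relative to the median of the other genes tested. The 87 chromosome segregation genes lay 1.47 above it on the log2 scale (FDR 9.5e-11 over 7 families), with 63 of 87 above the median of the other genes. With TMM factors they lay 1.46 above. Of these genes, 1 was an upregulated and 14 were downregulated DEGs on library sizes, and 24 and 6 with TMM factors, with the same counts when adjusted over the list alone. The choice of test moved the families the most. With an inter-gene correlation estimated per family, an alternative chosen after seeing the data, chromosome segregation alone kept an FDR under 0.05 (0.00351). Under fry, whose null is no change at all, it did too (FDR 8.88e-06), as did the ribosomal, nuclear OXPHOS, cholesterol and cumulus cell marker families, whose directions were down.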

In the pig dataset, as expected, upregulated DEGs were associated with pathways related to cell division (meiosis) including chromosome structure and segregation, cell cycle, spindle formation and DNA repair mechanisms (Fig 2A), while downregulated DEGs were involved with organelle structures and biogenesis such as mitochondria, endoplasmic reticulum and ribosomes structural molecule activity (Fig 2B). Consistent with the pig dataset, the human dataset, revealed upregulated DEGs to be enriched in pathways including chromosome structure and segregation, histone binding and nucleosome organisation (Fig 2C). However, in human also ribosomal organisation and processes were enriched by upregulated DEGs. This is contrary to the pig. Interestingly, in the human dataset, only one significant pathway, mitochondrial matrix, was enriched for downregulated DEGs (Fig 2D). To identify if there is significant overlap between the GO pathways enriched for upregulated/downregulated DEGs between the two species, we performed a Fisher exact test. We found only DEGs involved in the “chromosome segregation” pathway showed a high correlation (-log_10_ *p* value > 1.3) (Fig 3).

**Fig 2:**
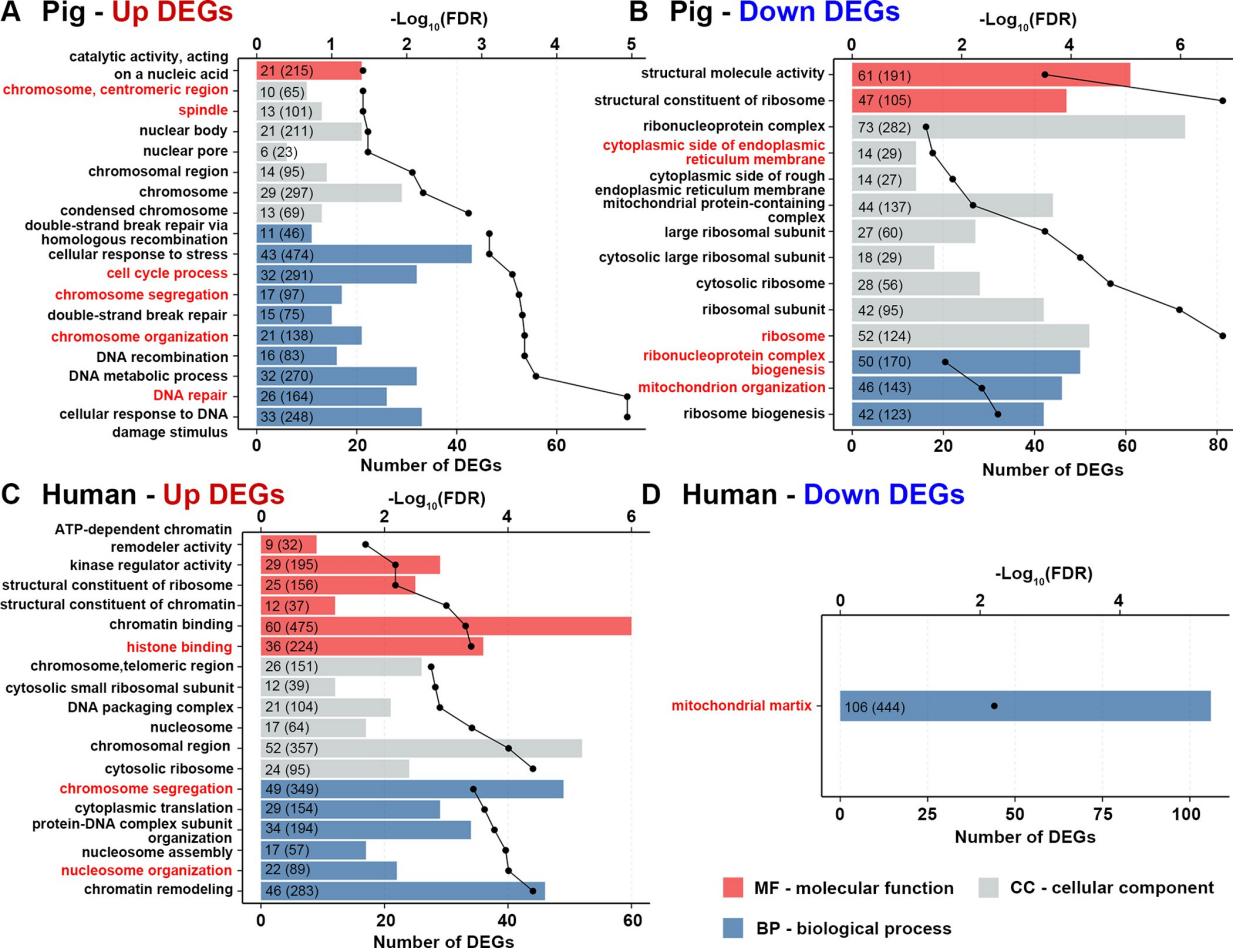
GO enrichment analysis of differentially up- and downregulated genes in the pig and human datasets. Significant GO pathways enriched in differentially upregulated genes (A) and downregulated genes (B) by comparing pig MIX (MII + ‘damaged’) versus GV oocytes. Significant GO pathways enriched in differentially upregulated genes (C) and downregulated genes (D) by comparing human MII versus GV oocytes. The dotted line represents the FDR of each significant GO pathway. The numbers in the bar outside the parentheses represent the number of DEGs involved in the pathway, whereas inside the parentheses indicates the total number of genes associated with the pathway in the GO database. Only pathways with FDR < 0.05 were considered significant. Bars are coloured by three GO categories: molecular function (MF) in red, cellular component (CC) in grey and biological process (BP) in blue.

**Fig 3:**
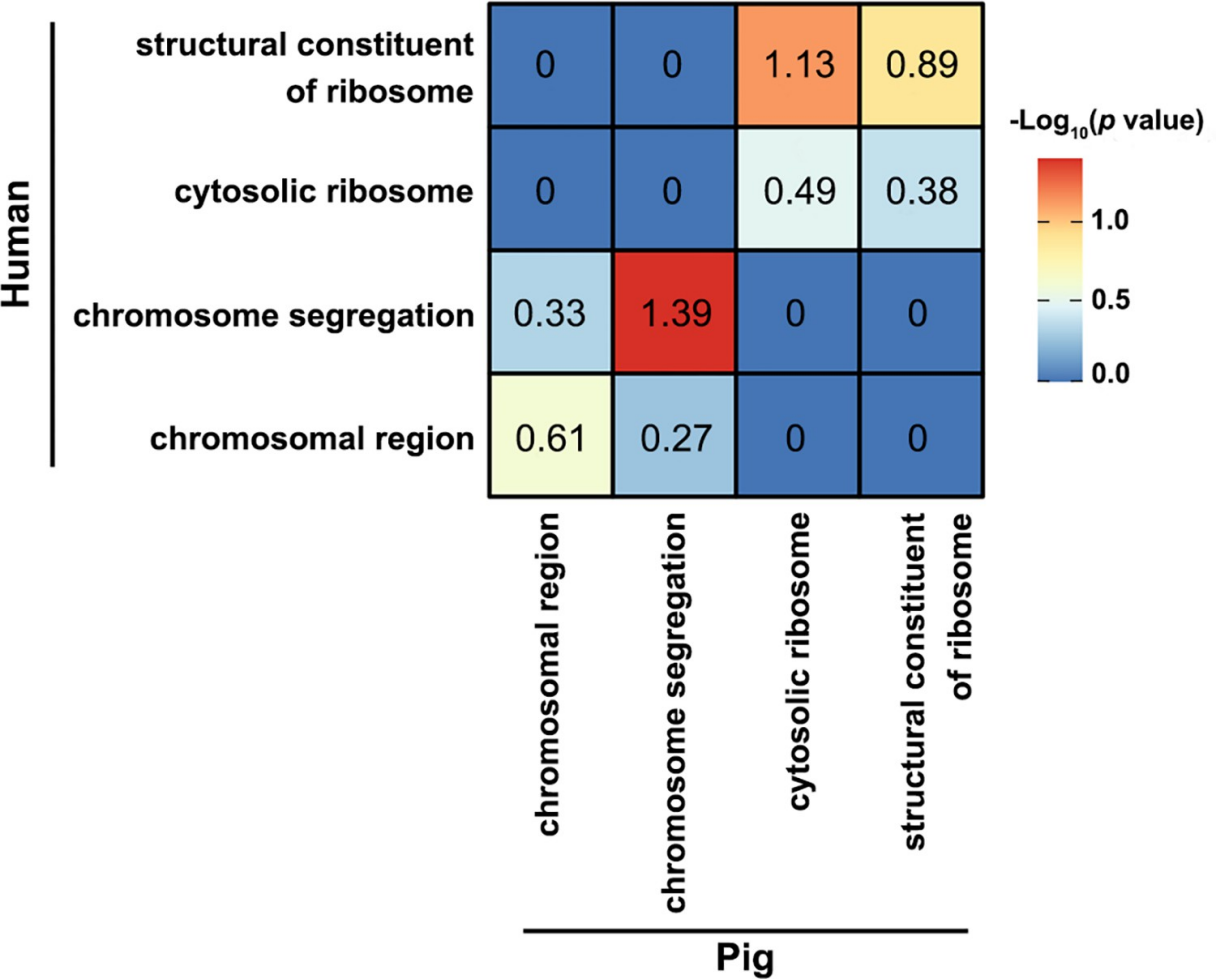
Correlation of differentially expressed genes (DEGs) involved in identical significant GO pathways in the pig and human datasets. Fisher exact tests were conducted to determine a significant overlap of DEGs in a specific pathway between the two datasets. The number and gradient colour of the legend bars represent–log_10_ *P* value of each pairwise comparison. Only *P* value < 0.05 was considered significant.

Furthermore, IPA analysis of up- and downregulated genes combined showed relevant and similar canonical pathways (Fig 4) as found by GO enrichment analysis (Figs 2 and 3). The top canonical pathways associated with mitochondria dysfunction, chromosome segregation, signalling pathways associated with metabolism such as sirtuin signalling, mTOR signalling and NAD signalling, nucleotide excision repair and oxidative phosphorylation were involved in DEGs identified in both datasets (Fig 4).

**Fig 4:**
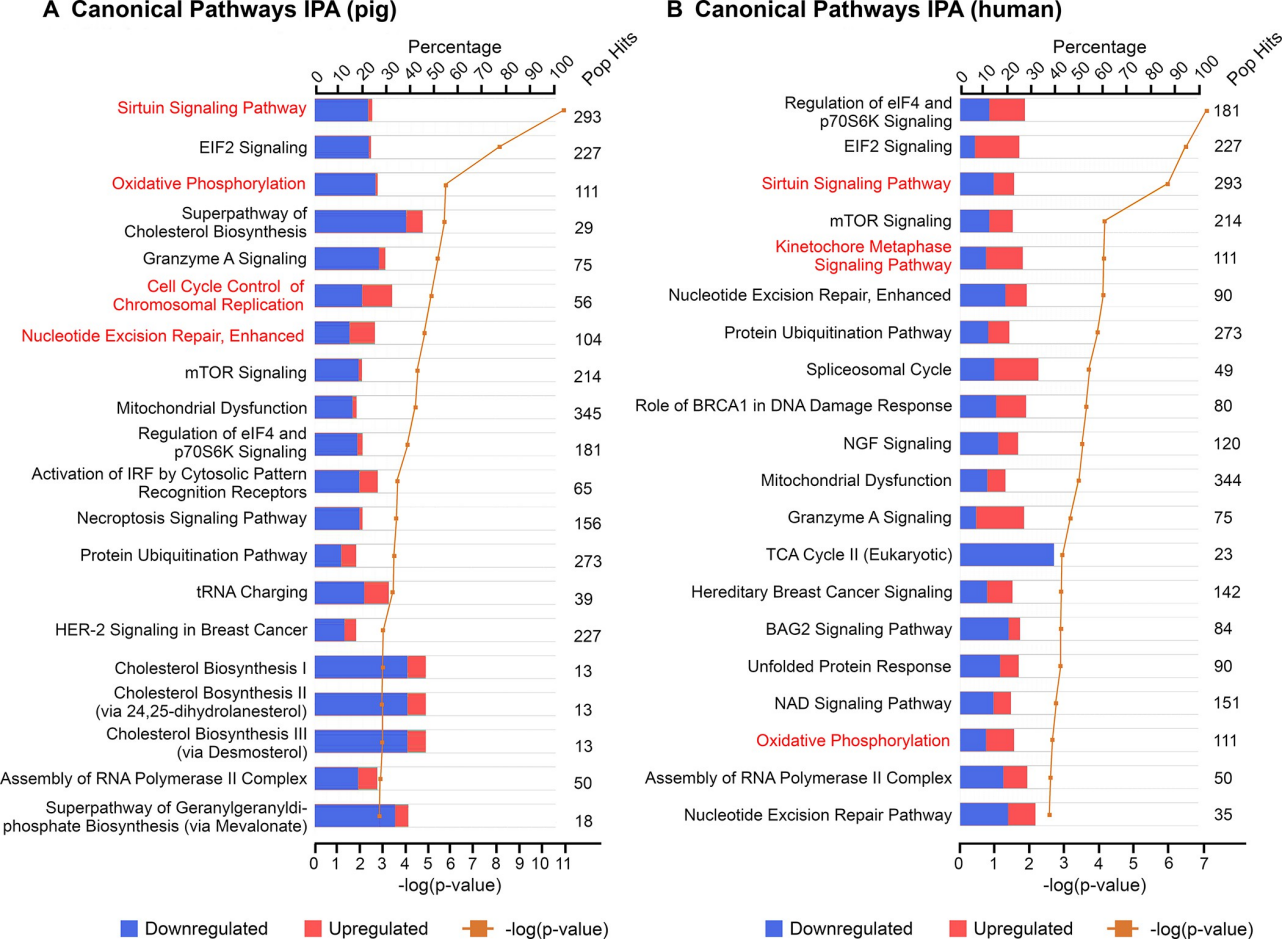
Top 20 canonical pathways associated with differentially expressed genes (DEGs) in the pig and human datasets as identified using IPA. (A) Top 20 canonical pathways involved in DEGs in pig dataset. (B) Top 20 canonical pathways involved in DEGs in human dataset. “Pop Hits” refers to the total number of genes associated with each of the pathways in the database. The bar graphs represent the percentage of genes from the data set that map to each canonical pathway whilst the orange line shows the *P* value of overlap between DEGs in each dataset and a given pathway.

However, lipid metabolism-relevant pathways, including different cholesterol biosynthesis pathways and geranylgeranyldiphosphate biosynthesis, only appeared in the pig dataset (Fig 4A). In addition, top upstream regulators associated with DEGs in both datasets were identified using IPA and are shown in Tables 1 and 2, respectively. 

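The 21 cholesterol biosynthesis genes of the pig, a list fixed in advance, lay -0.81 from the median of the other genes on the log2 scale (camera FDR 0.153), and 12 of the 21 were below it. On library sizes 0 were upregulated and 10 downregulated DEGs, and with TMM factors 2 and 10, with the same counts when adjusted over the list alone. These genes as a set did not pass an FDR of 0.05, and relative to the other genes they lay -0.83 away with TMM factors. Under fry, which tests against no change, the FDR was 6.99e-12 at a median log2 fold change of -1.86.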

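*HNF4A*, *COPS5* and *MAP4K4* were examined in the pig libraries by their own levels, and *COPS5* and *MAP4K4* also by the targets that the paper lists for them. *HNF4A* (ENSSSCG00000007371, chromosome 17, 46783772 to 46847505) had 0.338 ± 0.244 CPM in GV and 0.0839 ± 0.0880 CPM in MIX oocytes and did not pass the filter on low counts, with at most 7.86 counts in a library. *COPS5* (ENSSSCG00000006203, chromosome 4, 67740528 to 67758153) changed by -1.69 on the log2 scale on library sizes and by -0.79 with TMM factors, and *MAP4K4* (ENSSSCG00000008164, chromosome 3, 52483028 to 52649480) by -1.73 and -0.84. None of these was a DEG under either scaling. Of the 60 targets listed for COPS5, 58 were tested. On library sizes 1 was an upregulated and 35 were downregulated DEGs, and with TMM factors 23 and 35. Of the 32 targets listed for MAP4K4, 31 were tested, with 0 upregulated and 28 downregulated DEGs on library sizes and 3 and 27 with TMM factors. The targets are DEGs of the study by construction, so these counts are not independent evidence.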

Biological upstream regulators such as HNF4A, COPS5, TP53 and MAP4K4 were common to both datasets. Chemical upstream regulators included Torin 1, 3,5-dihydroxyphenylglycine, Acyline, LH, Metribolone, ST1926 and sirolismus in the pig dataset, and Actinonin, CD437, GSKJ4 and ST1926 in the human dataset. Interestingly, the upstream regulators for the human include numerous mitochondria-related molecules such as mitochondrial ribosomal protein L12 (MRPL12) and L14 (MRPL14), enzymes lon peptidase 1 (LONP1), NOP2/Sun RNA methyltransferase 3 (NSUN3) and ClpB family mitochondrial disaggregase (CLBP), GTP dependent ribosome recycling factor mitochondrial 2 (GFM2), and mitochondrially-encoded t-RNAs (MT-TM, MT-TE). Full upstream regulator lists for both species are shown in S17 and S20 Tables.

**Table 1:** Top 20 upstream regulators in the pig dataset. Shown are respective activation z-score as well as *P* value of association for the DEGs.

Upstream regulator	Name	z-score	*p*-value
Torin 1/ mTOR inhibitor XI	1-(4-(4-propionylpiperazin-1-yl)-3-(trifluoromethyl)phenyl)-9-(quinolin-3-yl)benzo[h][1,6]naphthyridin-2(1H)-one	4.683	3.44E-19
LARP1	La ribonucleoprotein 1	6.243	6.11E-18
HNF4A	Hepatocyte nuclear factor 4 alpha	-3.838	7.95E-18
MLXIPL	MLX interacting protein like	-6.202	2.52E-12
COPS5	COP9 signalosome subunit 5	5.077	9.30E-12
RICTOR	RPTOR independent companion of MTOR complex 2	6.647	8.54E-11
MYCN	MYCN proto-oncogene, bHLH transcription factor	-2.92	1.61E-10
TP53	Tumor protein p53	-0.129	1.29E-09
3,5-dihydroxyphenylglycine	-	-5.064	2.41E-09
KDM5A	Lysine demethylase 5A	6.083	3.39E-09
Acyline	-	-	5.53E-09
MYCL	MYCL proto-oncogene, bHLH transcription factor	-1.673	6.07E-09
LH	Luteinizing hormone	-4.234	6.3E-09
TLE3	TLE family member 3	1	1.28E-08
Metribolone/ Androgen receptor agonist	17alpha-Methyltrienolone	-4.281	1.92E-08
ST1926/ Adarotene/ Apoptosis inducer	(2E)-3-(4′-hydroxy-3′-tricyclo[3.3.1.13,7]dec-1-yl[1,1′-biphenyl]-4-yl)-2-propenoic acid	5.690	3.27E-08
Sirolismus	-	3.405	5.22E-08
MAP4K4	Mitogen-activated protein kinase kinase kinase kinase 4	4.596	7.35E-08
UQCC3	Ubiquinol-cytochrome c reductase complex assembly factor 3	-	1.12E-07
RB1	RB transcriptional corepressor 1	-4.139	2.1E-07

**Table 2:** Top 20 upstream regulators in the human dataset. Shown are respective activation z-score as well as *P* value of association for the DEGs.

Upstream regulator	Name	z-score	*p*-value
HNF4A	Hepatocyte nuclear factor 4 alpha	-2.291	2.19E-13
DAP3	Death associated protein 3	3.606	9.32E -13
LONP1	Lon peptidase 1, mitochondrial	2.774	5.14E-12
COPS5	COP9 signalosome subunit 5	4.707	1.44E-11
Actinonin/ antibacterial agent	-	-3.742	5.29E-11
MT-TM	Mitochondrially encoded tRNA methionine	-	7.75E-11
TP53	Tumor protein p53	1.168	2.67E-09
ALKBH7	alkB homolog 7	3.130	2.94E-08
NSUN3	NOP2/Sun RNA methyltransferase 3	2.828	3.97E-08
MT-TE	Mitochondrially encoded tRNA glutamic acid	-	3.35E-07
CD437/ RARγ-selective agonist	6-(4-Hydroxy-3-tricyclo[3.3.1.13,7]dec-1-ylphenyl)-2-naphthalenecarboxylic acid	-0.608	4.83E-07
GSKJ4/ histone lysine demethylase inhibitor III	Ethyl-3-(6-(4,5-dihydro-1H-benzo[d]azepin-3(2H)-yl)-2-(pyridin-2-yl)pyrimidin-4-ylamino)propanoate	-0.392	1.65E-06
ST1926/ Adarotene/ apoptosis inducer	(2E)-3-(4′-hydroxy-3′-tricyclo[3.3.1.13,7]dec-1-yl[1,1′-biphenyl]-4-yl)-2-propenoic acid	-0.206	1.83E-06
MRPL12	Mitochondrial ribosomal protein L12	2.613	2.40E-06
MAP4K4	Mitogen-activated protein kinase kinase kinase kinase 4	4.490	1.42E-05
MRPL14	Mitochondrial ribosomal protein L14	1.633	1.77E-05
HMGXB4	HMG-box containing 4	-1.038	2.27E-05
GFM2	GTP dependent ribosome recycling factor mitochondrial 2	2.236	2.37E-05
CLPB	ClpB family mitochondrial disaggregase	2.309	5.77E-05
miR-2392 (miRNAs w/seed AGGAUGG)	-	-2.441	6.37E-05

Additionally, network analysis was performed in IPA for DEGs in each dataset showing their function. Networks of interest are presented in Fig 5 for the pig dataset including cell cycle progression (network 3), spindle assembly (network 6), and mitochondrial ribosomal proteins involved in the assembly and stability of nascent mitochondrial polypeptides exiting the ribosome (network 7). 

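Of the 35 molecules of pig network 3, 33 were matched to genes tested. Among them 1 was an upregulated and 25 were downregulated DEGs on library sizes, and 8 and 25 with TMM factors. Network 6 had 34 genes tested, with 0 upregulated and 24 downregulated DEGs on library sizes and 10 and 24 with TMM factors. For network 7, 31 genes were tested, with 0 and 30 on library sizes and 1 and 30 with TMM factors. The median log2 fold change was -3.41 in network 3, -3.30 in network 6 and -3.94 in network 7 on library sizes. The networks were built from the study's own DEGs.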

Network 1 contains retinoid acid-inducible gene 1 (RIG-I), as central molecule, which is a pattern recognition receptor for the innate immune response.

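*RIGI* (ENSSSCG00000030408, chromosome 10, 33891720 to 33976151) had 69.3 ± 14.7 CPM in GV and 161 ± 13.5 CPM in MIX oocytes, a log2 fold change of 1.22 (standard error 0.121, FDR 1.40e-08) and of 2.12 with TMM factors. It was higher in each MIX library than in each of the 4 GV libraries. Of the 35 molecules of network 1, 32 were tested, and 0 were upregulated and 29 downregulated DEGs on library sizes, against 3 and 29 with TMM factors.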

**Fig 5:**
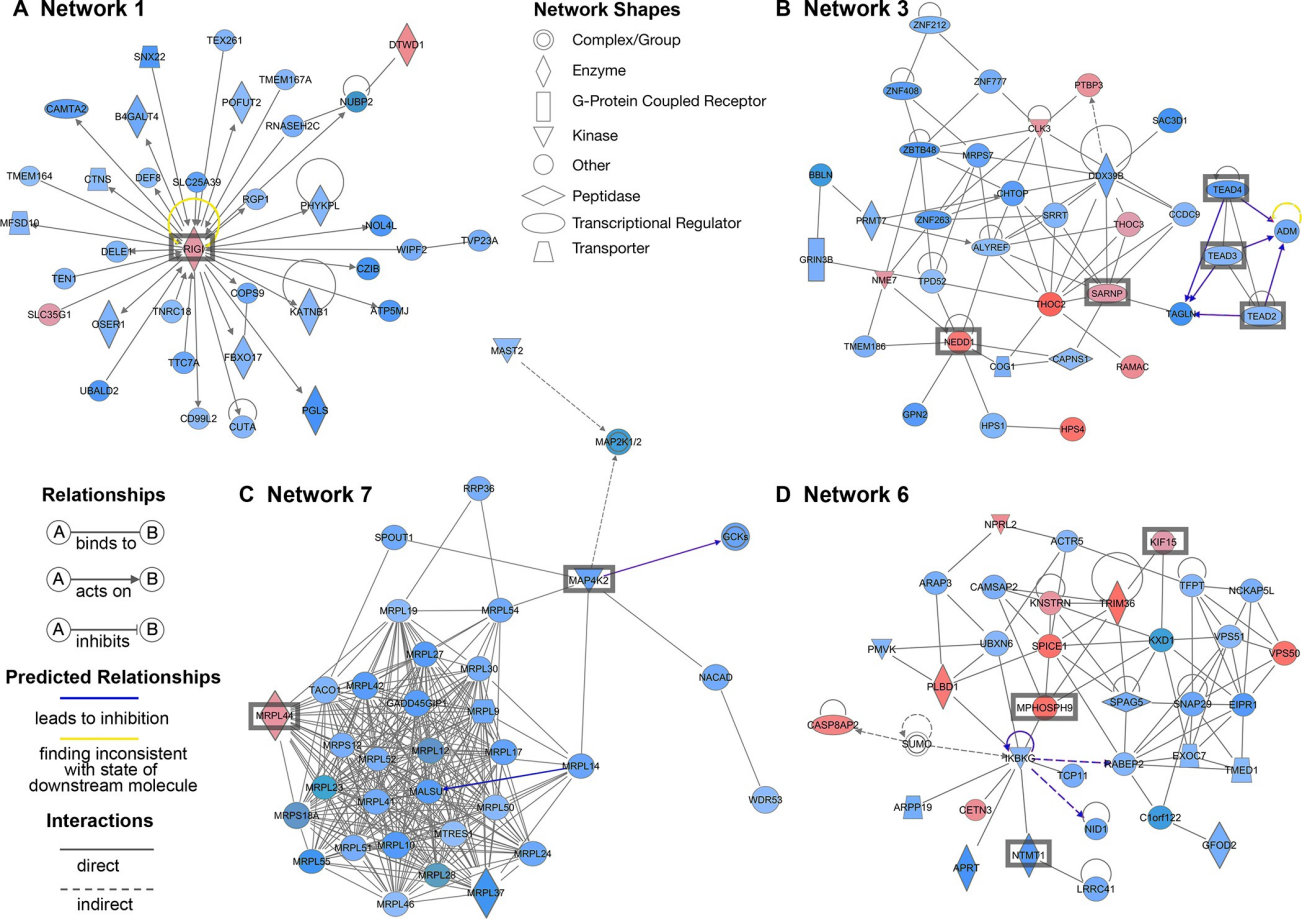
Networks associated with differentially expressed genes (DEGs) in the pig dataset as identified by IPA. Network 1 (A), network 3 (B), network 6 (C) and network 7 (D) associate with immune response, cell cycle progression, mitochondrial ribosomal proteins and spindle assembly, respectively. Blue colour represents low expression; red colour represents high expression in MIX (MII + ‘damaged’) oocytes. The intensity of each colour shows the strength of regulation.

Important networks from the human dataset are shown in Fig 6. Mitochondrial processes such as β-fatty acid oxidation pathway (e.g. LACTB/ lactamase B, ACAD9/ acyl-CoA dehydrogenase family member 9, ECHS1/ enoyl-CoA hydratase, short chain 1), oxidative phosphorylation (e.g. ACAD9, ATPAF2/ ATP synthase mitochondrial F1 complex assembly factor 2), and response to oxidative stress (e.g. PYCR1, PRDX3). Caseinolytic mitochondrial matrix peptidase proteolytic subunit (CLPP) is involved in ATP-dependent protein/peptide cleavage via Clp complex and cyclin dependent kinase 2 associated protein 2 (CDK2AP2) is suggested to regulate microtubule organisation in MII oocytes. Networks 6 and 18 contain molecules involved in ribosome function, including rRNA processing (e.g. ribosomal proteins RPL8, RPL28, and RPL10, RPL27, respectively), RNA modification (e.g. MEPCE/ methylphosphate capping enzyme), t-RNA splicing (e.g. RTCB/ RNA 2’,3’-cyclic phosphate and 5’-OH ligase), and pre-mRNA splicing (e.g. SRSF6/ serine and arginine rich splicing factor 6; RNF113A/ ring finger protein 113A), as well as chromatin remodelling and transcription (e.g. HMGB2/ high mobility group box 2), and centrosome duplication (e.g. NPM1/ nucleophosmin 1). Network 25 includes molecules involved in DNA damage response and maintenance of normal chromosome stability such as members of the Fanconi anemia complementation group and centromere proteins. Detailed information of the genes involved in the networks can be found in S18, S19, S21 and S22 Tables.

**Fig 6:**
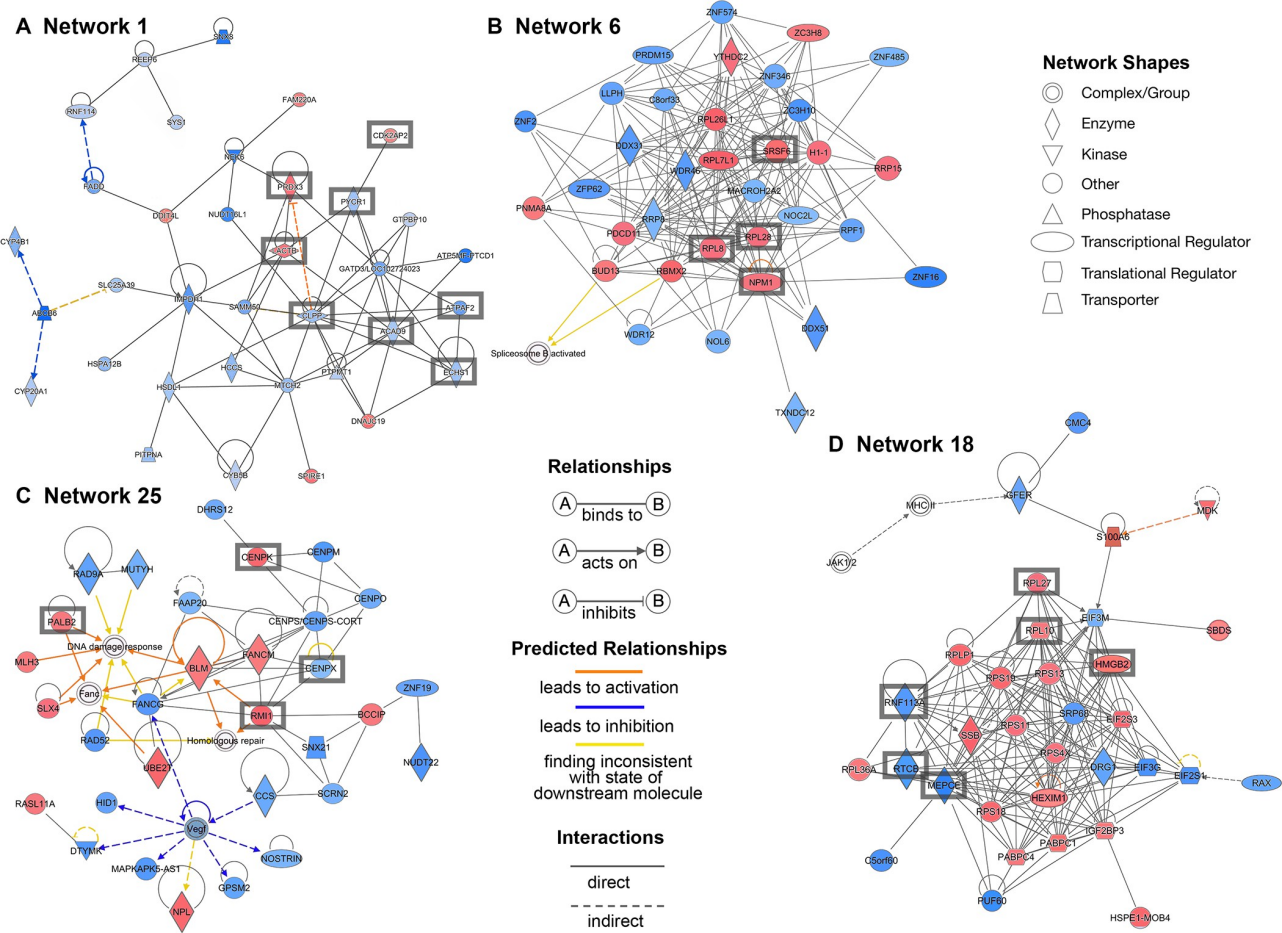
Networks associated with differentially expressed genes (DEGs) in the human dataset as identified in IPA. Network 1 (A), network 6 (B), network 25 (C) and network 18 (D) associated with mitochondrial processes, ribosome function, DNA damage response and maintenance of normal chromosome stability, respectively. Blue colour represents low expression; red colour represents high expression in MII oocytes. The intensity of each colour shows the strength of regulation.

### The effect of developmental stage on the oocyte transcript isoform usage

Classic DGE analysis fails to detect genes, which show differences in isoform transcript levels but result in no difference at gene level between two conditions. Therefore, we used differential transcript usage (DTU; also called isoform switching) analysis to identify differences between oocytes at different developmental stages at isoform transcript level instead of whole gene level. 

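For the DTU analysis of the pig libraries, the isoform fraction, the share of an isoform in the TPM of its gene, was computed from the deposited TPM values, and 15777 isoforms were left after the filters on gene TPM, isoform fraction and genes with a single isoform. Of these, 11691 isoforms of 4113 genes were in a gene with an isoform whose fraction changed by more than 0.1 (dIF). Each isoform's counts were tested against those of the gene's other isoforms with the model of DEXSeq, fitted in DESeq2, because DEXSeq and IsoformSwitchAnalyzeR were not at hand.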

In the pig dataset, 11,538 transcript isoforms were kept for DTU analysis. 

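Between MIX and GV oocytes of the pig, 5042 isoforms of 2603 genes had an FDR under 0.01 and an absolute dIF over 0.1. Usage was raised in MIX for 2587 isoforms, with a median dIF of 0.274, and lowered for 2455, with a median dIF of -0.284. Requiring a gene TPM over 10 moved this count the most, to 4017 isoforms of 1994 genes, 3933 of them among the 5042. With limma diffSplice in place of the DEXSeq model, 5567 isoforms were called, 4466 of them shared. With all 5 GV libraries there were 5351.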

Comparing ‘MIX’ (MII + ‘damaged’) oocytes with GV oocytes identified 2,951 DTU events involving 4,494 transcript isoforms of which 2,256 isoforms had upregulated usage and 2,238 isoforms had downregulated usage in MIX (MII + ‘damaged’) and 2,217 genes (those genes with DTU events referred to gDTUs) (Fig 7A and 7B). All 2,217 gDTUs were protein-coding and only 270 gDTUs overlapped with DEGs found by traditional DGE analysis (Fig 7B). 

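Of the 2603 gDTUs, 2319 had a RefSeq biotype by symbol, and 2306 of these were protein-coding. This share depends on the reference, which was the Ensembl cDNA for the pig and GENCODE transcripts for the human. The share among all genes tested was not computed, so no contrast between the species can be drawn from it. On library sizes, 585 of the 2603 gDTUs (22.5%) were also DEGs and 2018 were not. With the DEGs found with TMM factors, 440 were shared (16.9%).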

GO enrichment analysis of 1,947 gDTUs, only identified by DTU analysis, revealed six significant pathways mainly involved in intracellular transport mechanisms (Fig 7C). 

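Between the MII and ‘damaged’ oocytes of the pig, 2596 isoforms of 871 genes were tested, and 2 isoforms had an FDR under 0.01 and an absolute dIF over 0.1. An unadjusted p under 0.05 was found for 279 isoforms. Of 60 splits of these 10 libraries, the real one included, 50 gave at least as many DTU isoforms. The other splits gave a median of 5 and up to 53, so the FDRs below do not by themselves tie a call to the polar body. The isoform of *RAB4B* was ENSSSCT00000092988.1 (1149 nt). It made up 55.3% ± 28.3 (SD, n = 5) of the gene in ‘damaged’ oocytes and 0% in each of the 5 MII libraries, a dIF of -0.553 (FDR 0.00432, DEXSeq's model in DESeq2). The ‘damaged’ libraries held 7.42 to 11.5 counts of it. The whole gene had 13.1 to 20 counts per MII library, so that a count of 0 allows a share of up to 15 to 22.9% there. The isoform of *DTNBP1* was ENSSSCT00000089435.2 (1315 nt), with 10.4% ± 5.14 (SD, n = 5) in ‘damaged’ oocytes and 0% in each MII library, a dIF of -0.104 (FDR 2.36e-05). Its counts were 2.89 to 25.4 per ‘damaged’ library, and the 90 to 197 counts of the gene per MII library allow a share of up to 1.52 to 3.33%. For each isoform, every ‘damaged’ library was above every MII library (two-sided exact permutation p 0.00794, the smallest that 5 against 5 libraries allow). This p takes the counts of 0 as exact. The lowest ‘damaged’ shares, 21.3% for *RAB4B* and 2.79% for *DTNBP1*, lie under the highest limits given for the MII libraries. Each limit is for 1 MII library by itself, while all 5 were at 0. No limit over the 5 together was computed. Both isoforms were picked for this difference, so the p is not independent evidence. In GV oocytes the shares were 36.2% ± 29.1 for *RAB4B* and 34.9% ± 6.19 for *DTNBP1* (SD, n = 4), while GV replicate 3, the library removed, had 0.000514% of the latter. Requiring a gene TPM over 10 left both genes untested, so its 0 calls (96 isoforms with an unadjusted p under 0.05) say nothing about them. limma diffSplice called 6 isoforms, both of these among them. In diffSplice fits with a library left out, the *RAB4B* isoform was not called without ‘damaged’ replicate 2 (dIF -0.493). The *DTNBP1* isoform was not called without ‘damaged’ replicate 4 (dIF -0.0895) or without ‘damaged’ replicate 5 (dIF -0.0953), which are under the 0.1 required.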

Interestingly, DTU analysis also identified two genes (*RAB4B* and *DNTBP1*), which had significantly decreased isoform usage when comparing MII with ‘damaged’ (S3B–S3D Fig). These DTU events took place in the longest transcript isoform of both genes (S3E and S3F Fig).

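*RAB4B* had 6 isoforms with lengths from 537 to 1673 nt and *DTNBP1* 4 isoforms from 954 to 1399 nt. The isoform with the changed usage was the 2nd longest of each gene by the deposited transcript lengths. The longest isoform of *RAB4B*, ENSSSCT00000003328.5 (1673 nt), made up 13.5% ± 11.3 in MII and 10.9% ± 6.07 in ‘damaged’ oocytes (SD, n = 5, FDR 0.839). The longest isoform of *DTNBP1*, ENSSSCT00000001157.5 (1399 nt), made up 86.6% ± 6.02 (SD, n = 5) in MII and 74.5 to 81.8% in ‘damaged’ oocytes (FDR 0.294, two-sided exact permutation p 0.0159). In diffSplice fits with a library left out, its higher usage in MII was called without ‘damaged’ replicate 1 (dIF 0.108), without MII replicate 2 (dIF 0.100) and without MII replicate 4 (dIF 0.117), and in none of the other 7. The other isoforms of *RAB4B* rested on few counts, at most 16.4 in any MII or ‘damaged’ library. The 1108 nt isoform made up 45.1% ± 19.0 in MII and 18.5% ± 26.1 in ‘damaged’ oocytes, where 3 libraries had none of it. How reads were assigned between isoforms was not tested, and the limits given cover counting error only.

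**Figure D3:**
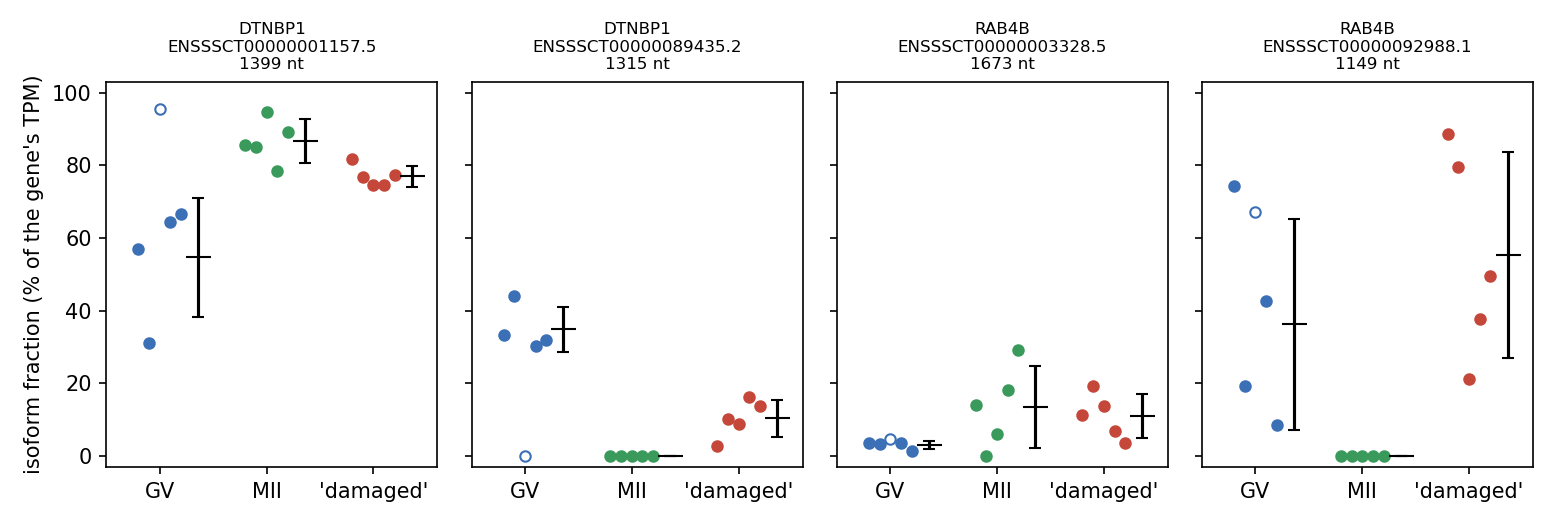
Isoform fraction (%) in each library, by group, for the longest isoform and the isoform with changed usage of DTNBP1 and RAB4B. Points are libraries in replicate order, the open point is the GV library that was removed, and bars give the mean ± SD without it. The isoforms with changed usage lie at 0% in all 5 MII libraries and at 2.79 to 16.2% (DTNBP1) and 21.3 to 88.8% (RAB4B) in the ‘damaged’ libraries.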

**Fig 7:**
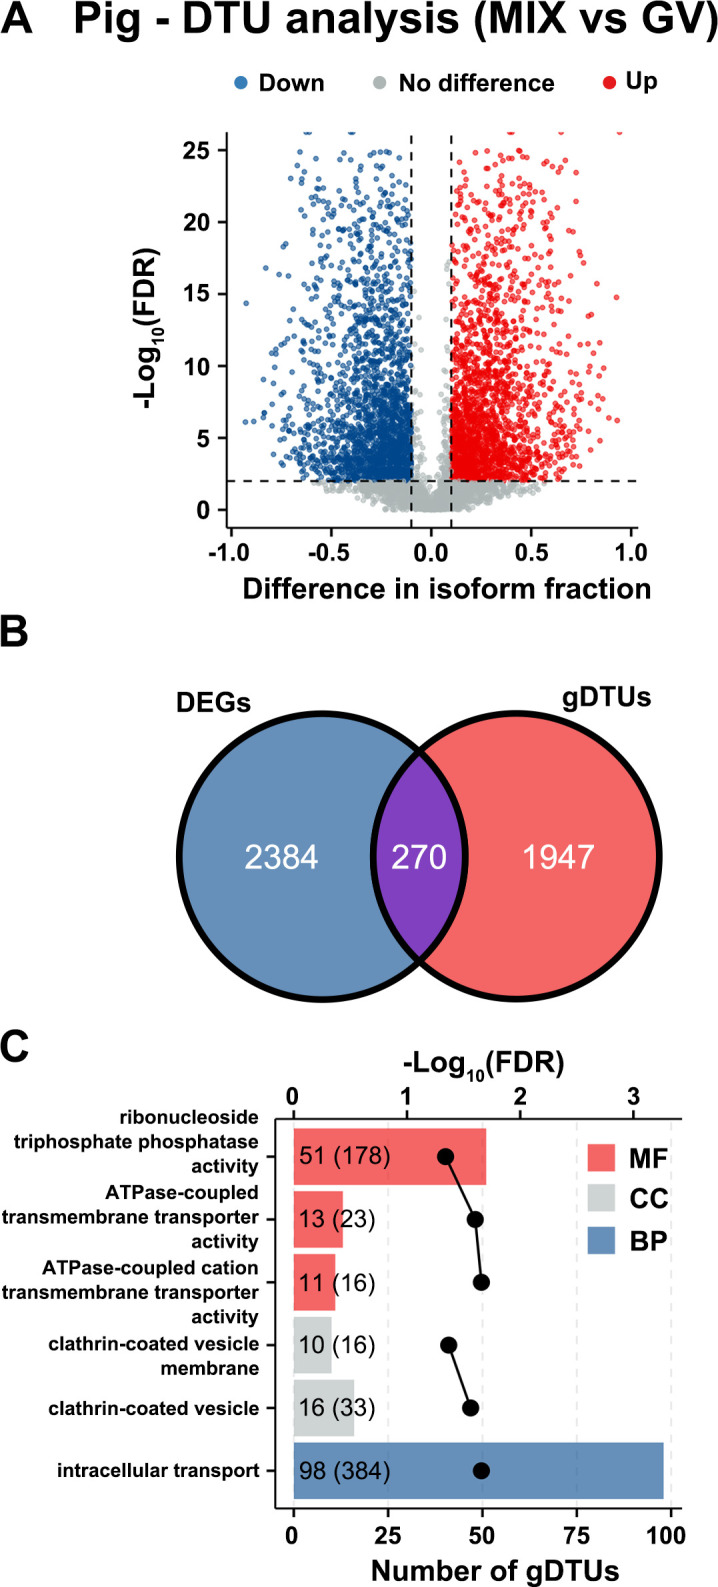
DTU analysis for comparison of pig ‘MIX’ (MII + ‘damaged’) oocytes with GV oocytes. (A) Differentially expressed isoform transcripts involved in isoform switching. Isoforms with upregulated isoform usage (differential isoform fraction (dIF) > 0.1 and FDR < 0.01) are shown in red, isoforms with downregulated isoform usage (dIF < -0.1 and FDR < 0.01) in blue. (B) Venn diagram showing the number of genes common to gene lists identified by DGE and DTU analysis. (C) Top 6 differential GO pathways enriched in the gDTUs as identified by DTU analysis. The dotted line represents the FDR of each significant GO pathway. The numbers in the bars outside the parentheses represent the number of gDTUs involved in the pathway and those in parentheses indicate the total number of genes enriched for the pathway in the dataset. Only pathways with FDR < 0.05 were considered significant. Bars are coloured red for molecular function (MF), grey for cellular component (CC) or blue for biological process (BP).

In the human dataset, 55,459 transcript isoforms remained for DTU analysis after quality control. Comparison of MII oocytes with GV oocytes resulted in 3,932 DTU events involving 4,672 transcript isoforms of which 2,249 isoforms had upregulated usage and 2,423 isoforms downregulated usage in MII, and 2,623 gDTUs (Fig 8A and 8B). Similarly, only 549 gDTUs overlapped with DEGs (Fig 8B). Unlike the pig dataset, in the human dataset only 88% gDTUs were protein-coding, whereas the other 12% were assigned to long non-coding RNAs (lncRNAs) and transcribed unprocessed/processed/unitary pseudogenes (Fig 8C). Significant pathways such as GTPase binding, ubiquitin protein ligase binding, regulation of protein stability and mRNA processing were enriched in the 2,074 gDTUs only identified by DTU analysis (Fig 8D).

**Fig 8:**
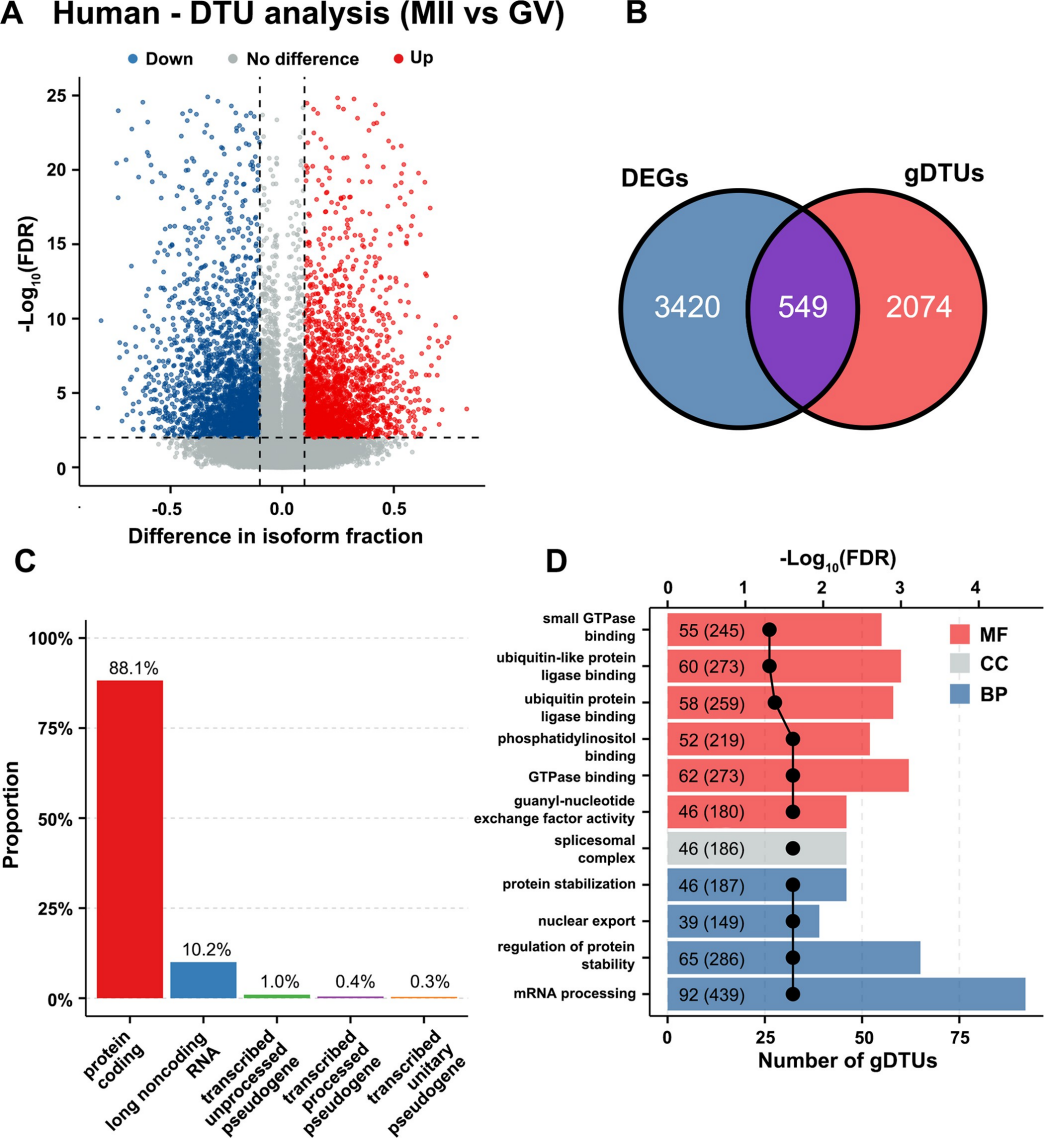
DTU analysis for comparison of human MII oocytes with GV oocytes. (A) Differential transcript isoforms involved in isoform switching. Isoforms with upregulated isoform usage (differential isoform fraction (dIF) > 0.1 and FDR < 0.01) are shown in red, isoforms with downregulated isoform usage (dIF < -0.1 and FDR < 0.01) in blue. (B) Venn diagram showing the number of genes common to gene lists identified by DGE and DTU analysis. (C) Proportion of biotypes of gDTUs found by DTU analysis. (D) Top 13 significant GO pathways enriched in the gDTUs only identified by DTU analysis. The dotted line represents the FDR of each significant GO pathway. The numbers in the bars outside the parentheses represent the number of gDTUs involved in the pathway and those in parentheses indicate the total number of genes enriched for the pathway in the dataset. Only pathways with FDR < 0.05 were considered significant. Bars are coloured red for molecular function (MF), grey for cellular component (CC) or blue for biological process (BP).

To identify the underlying causes of the transcript isoform switches, we quantified the number of splicing events associated with isoform switches found in both species datasets. In the pig dataset, we found that alternative transcription start site (ATSS), alternative transcription termination site (ATTS), and exon skipping (ES) were the most frequent splicing events (S4A and S4B Fig) and ATTS was the only splicing event enriched in upregulated isoform switches (S4C Fig). 

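Splicing events and coding potential were not analysed here, but the files give the length of each isoform. Among the 2068 pig genes with an isoform of raised and one of lowered usage in MIX oocytes, the raised isoform was the shorter in 1280 genes, the longer in 784 and of equal length in 4. The share with the shorter isoform raised, equal lengths left out, was 62.0% (95% Clopper-Pearson interval 59.9 to 64.1%, two-sided exact binomial p 6.76e-28), and 59.0 to 60.5% under the 3 alternatives run. The median length was 2644 nt for raised and 3267 nt for lowered isoforms. Genes are not independent replicates.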

Further investigation also revealed that many isoforms lost coding potential and protein domains (S4D and S4E Fig). A similar phenomenon was observed in the human dataset (S5 Fig).

## Discussion

Exploring gene expression changes during oocyte maturation is essential to understand their molecular role in the regulation of the transition of GV oocytes to MII oocytes and the associated completion of meiosis I. In this study, we established a high-resolution transcriptome profile of the pig oocyte at three developmental stages (GV, MII and ‘damaged’) and of the human oocyte at two stages (GV and MII), identifying key regulators, which drive oocyte maturation in both species. In the pig dataset since the MII with a polar body and the ‘damaged’ oocytes without a polar body did not separate in the PCA we combined these two groups for further analyses and referred to them as ‘MIX’.

In mammals, oocytes undergo a unique asymmetric cell division of meiosis to facilitate their maturation. This process involves the resumption of a long-term dormant stage referred to as GV, followed by gradual progression towards MII after accepting activation signals. As part of the first meiosis, the oocyte extrudes its first polar body to complete the process [27]. MII oocytes stay arrested at metaphase II until fertilisation occurs [27]. To get healthy MII oocytes with fertilisation competence, involves a series of biological events such as spindle assembly, chromosome alignment and chromosome segregation during meiosis I. It has been reported that disruption of meiotic spindle assembly prevents oocytes from transitioning from GV to MII in various species [3, 4, 28], indicating that an intact spindle structure is essential for oocyte maturation. The kinesin family, a class of ATP-dependent microtubule-based motor proteins, plays an important role in maintaining a stable spindle. Depletion of *Kif4a*, *Kif18a* in mouse [3, 29] or *KIF11* in pig [4] disrupts spindle formation and then leads to oocyte maturation arrest. Besides, inhibition of *Kif15* diminishes spindle microtubule stability in mouse oocytes [30]. 

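*KIF15* (ENSSSCG00000011309, chromosome 13, 27966586 to 28041121) had 213 ± 20.9 CPM in GV and 482 ± 56.9 CPM in MIX oocytes, a log2 fold change of 1.17 (standard error 0.112, FDR 8.35e-09) and of 2.07 with TMM factors. *KIF18A* (ENSSSCG00000013332, chromosome 2, 32244073 to 32331392) had a log2 fold change of 1.69 (standard error 0.108) and of 2.59 with TMM factors, and *KIF20B* (ENSSSCG00000010457, chromosome 14, 101512685 to 101594703) of 1.46 (standard error 0.0901) and 2.36. Each of these 3 pig genes was higher in every MIX library than in every one of the 4 GV libraries, and was a DEG with TMM factors but not on library sizes.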

Consistent with this, we found in this study that kinesin genes such as *KIF15*, *KIF18A* and *KIF20B* in pig MIX oocytes and *KIF4B*, *KIF5B*, *KIF5C* as well as *KIF20B* in human MII oocytes had significantly higher expression, suggesting that those kinesins were highly expressed during GV to MII transition, thereby facilitating oocyte maturation. Additionally, other genes including *NEDD1* and *CEP192*, which have been shown to be required for spindle assembly in the mouse oocyte [31, 32], were expressed higher in pig MIX and human MII oocytes, respectively, compared to the GV stage. Furthermore, *SGO1*, *SGO2*, *CDC40* or *CDC42*, key genes regulating chromosome segregation and cell cycle as previously reported [33–36], also had higher expression in MIX/MII oocytes in our pig dataset and in MII in the human dataset. 

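In the pig, *NEDD1* (ENSSSCG00000000890, chromosome 5, 86693802 to 86737259) went from 136 ± 30.4 CPM to 428 ± 38.4 CPM, a log2 fold change of 1.67 (FDR 1.12e-10) and of 2.57 with TMM factors. *CEP192* (ENSSSCG00000059665, chromosome 6, 96611560 to 96733800), which the paper names for the human, had 132 ± 9.45 CPM in pig GV and 124 ± 19.1 CPM in pig MIX oocytes. Its log2 fold change was -0.10 on library sizes (FDR 0.441) and 0.79 with TMM factors (FDR 1.73e-05).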

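In pig MIX oocytes, *SGO1* (ENSSSCG00000011207, chromosome 13, 7137891 to 7153202) was higher by 1.32 on the log2 scale (standard error 0.100), *SGO2* (ENSSSCG00000016092, chromosome 15, 104099378 to 104150723) by 1.83 (standard error 0.121) and *CDC40* (ENSSSCG00000004403, chromosome 1, 76179169 to 76234690) by 1.34 (standard error 0.0911). With TMM factors the values were 2.22, 2.73 and 2.24, past the DEG thresholds. On library sizes, *SGO2* was a DEG only with all 5 GV libraries or without GV replicate 1. *CDC42* (ENSSSCG00000003520, chromosome 6, 80035034 to 80089243) went from 131 ± 7.47 CPM in GV to 59.6 ± 8.27 CPM in MIX oocytes, a log2 fold change of -1.15 (FDR 1.01e-08) and of -0.25 with TMM factors (FDR 0.0538).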

Genes involved in chromosome segregation appear to be conserved during oocyte maturation between pig and human.

Unlike somatic cells where transcription persists in mitosis [37], oocytes cease transcription once they resume meiosis and continue progression from GV stage onwards. This means the oocyte can only recruit dormant maternal mRNAs for translation during maturation [38, 39]. In other words, prior to meiotic resumption oocytes must synthesise and store large numbers of mRNAs and ribosomes for later use until embryonic genome activation (EGA) [40]. Previous microarray analysis in mouse found that ribosomal gene expression is down-regulated in MII oocytes compared to GV oocytes and most of them are prone to degradation during GV to MII transition [41]. 

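In the pig, 64 cytosolic and 68 mitochondrial ribosomal protein genes, families fixed in advance by symbol, were tested. Relative to the median of the other genes, the cytosolic family lay -1.77 on the log2 scale (camera FDR 8.76e-08) and the mitochondrial family -1.35 (FDR 0.00081). With TMM factors these values were -1.76 and -1.35. With an inter-gene correlation estimated per family, neither kept an FDR under 0.05 (0.268 and 0.298). In the cytosolic family 41 genes were DEGs on library sizes, all downregulated, and 32 with TMM factors. In the mitochondrial family 37 were downregulated DEGs on library sizes, and with TMM factors 31 were downregulated and 1 upregulated. The counts adjusted over the list alone were the same. Together the families held 78 downregulated DEGs on library sizes and 63 with TMM factors.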

In line with that observation, we also found that all 79 differentially expressed ribosomal genes were downregulated in pig MIX oocytes. This may imply that GV oocytes have more potential for message translation compared to MII oocytes.

In the human dataset, only about 50% of differentially expressed ribosomal genes were downregulated, suggesting that MII oocytes may retain translation potential in human. Our further investigation also showed that DEGs involved in ribosome-relevant pathways in pig oocytes were not the same as in human oocytes. The time point of EGA might explain this different regulation of ribosomal genes across oocyte maturation between different species. It occurs at the two-cell stage in mouse [42], at the four-cell stage in pig [43, 44] and in human at the latest, the eight-cell stage [45]. This indicates that the time relying on maternal mRNA storage to support early embryo development would be longer in human than in pig and mouse. Therefore, one hypothesis is that human MII oocytes need to maintain a relatively high expression of ribosomal genes for the potential mRNA translation during early embryo development after fertilisation. In fact, translation of maternal mRNAs throughout oocyte maturation, fertilisation and embryogenesis is complex [46] and the underlying mechanism is still elusive.

Oocyte maturation is an energy-intensive process, therefore accurate regulation of mitochondrial function and the antioxidant system is critical [47]. There is a positive relationship between oocyte developmental competence and the amount of mitochondrial DNA (mtDNA) and ATP [7]. From GV to MII transition in human oocytes, mtDNA copies increase from 10,000 to approximately 400,000 per oocyte [48] and simultaneously the average ATP concentration reaches 2 pmol per oocyte [7], which is consistent with the previous findings that the human early GV oocyte has low basal respiration rates [49]. Mitochondrial dysfunction and reduction of ATP content lead to aneuploidy and spindle disassembly as well as chromosome misalignment in MII oocytes [8, 9]. Therefore, keeping mitochondria-based ATP production normal is the key to oocyte maturation.

Mitochondria rely on their electron transport chain (ETC) consisting of four complexes to synthesise ATP via oxidative phosphorylation (OXPHOS) [50]. These complexes are encoded by 92 genes, of which 79 genes are encoded by nuclear DNA and 13 genes by mtDNA [51]. Although nuclear DNA makes a significant contribution due to encoding more ETC components, mutation of mtDNA-encoded genes during oogenesis also results in cellular, tissue and organ dysfunction in the resulting offspring [52]. Therefore, understanding how nuclear DNA- and mtDNA-encoded OXPHOS genes synchronously determine mitochondrial function and the dynamics of gene expression during oocyte maturation is meaningful. 

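In the pig, 71 nuclear DNA-encoded OXPHOS subunits and the 13 mtDNA-encoded ones were tested as families. The nuclear family lay -0.98 from the median of the other genes on the log2 scale (camera FDR 1.1e-05), with 37 downregulated and 0 upregulated DEGs on library sizes and 26 and 0 with TMM factors, and the same counts when adjusted over the list alone. The mtDNA family lay 1.23 above the other genes (camera FDR 0.00396), with 13 of 13 genes above their median. Its median log2 fold change was 0.18 on library sizes, with 10 genes higher and 3 lower in MIX oocytes and none with an FDR under 0.01 in the fit without the replicate number. This median was 0.0886 without MII replicate 4 and 0.323 without MII replicate 5. Without GV replicate 1, 7 genes were higher and 6 lower. With TMM factors the median was 1.07, with 13 genes higher and 11 of them with an FDR under 0.01. No mtDNA-encoded gene was a DEG under either scaling. With all 5 GV libraries on library sizes the median was -0.19, with 2 genes higher and 11 lower, and the family lay 0.88 above the other genes with an FDR of 0.115. With an inter-gene correlation estimated per family, the FDR was 0.268 for the nuclear and 0.442 for the mtDNA family. The 13 genes took 2.83% ± 0.530 of the counts in GV (SD, n = 4) and 3.31% ± 0.956 in MIX libraries (SD, n = 10).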

In this study, our analysis showed that most of mtDNA-encoded and nuclear DNA-encoded OXPHOS genes were upregulated and downregulated, respectively, from GV to MII transition in both species. The downregulation of most nuclear DNA-encoded OXPHOS genes may be associated with decreasing mitochondrial workload in MII oocytes compared to GV oocytes, which has been proposed in bovine oocytes [53]. To keep homeostasis by counteracting ROS due to electron leakage from mitochondrial ETC, oocytes must express antioxidant genes during maturation [54, 55]. Interestingly, in this study, our DGE analysis found some antioxidant genes being downregulated in pig MIX or human MII oocytes, which may expose oocytes to a higher risk of ROS damage.

Numerous studies have reported that supplementation during *in vitro* maturation (IVM) with antioxidants such as vitamin C [56], resveratrol [57], co-enzyme Q10 [58] can increase oocyte quality. The underlying concept is that *in vitro* manipulation of oocytes makes them more susceptible to potential oxidative stress since they lack protective antioxidant mechanisms which are present *in vivo* [59], and components as well as additives in the culture medium including metallic ions and serum albumin can also accelerate ROS generation [60]. Based on this, external antioxidants supplementation enhances the cell’s capability to counteract IVM-derived ROS damage. However, the benefits of antioxidant supplementation may depend on the type of antioxidant as vitamin E has been shown to have an adverse impact on bovine oocyte developmental competence [61]. Given the potential influence of IVM process on cell development [62], there might be some genes differentially expressed in MII oocytes in the pig simply because of the *in vitro* maturation conditions. Moreover, gene expression differences between pig and human MII oocytes may not only be derived from species differences, but also from the *in vitro* maturation strategy employed in each species.

Since we did not find any differentially expressed genes between oocytes from the MII stage (visible polar body) and ‘damaged’ (no visible polar body) oocytes, we assumed that those ‘damaged’ oocytes still were developmentally competent but were delayed in their development and postponed the extrusion of the first polar body. An alternate explanation is that this process leading to ‘damage’ may not be dependent upon differentially regulation of gene expression. However, by performing DTU analysis we did find differences in the expression of isoform transcripts. Despite the establishment of several pig transcriptome profiles previously [44, 63, 64], all of them lack a sufficient number of biological replicates (n ≤ 3) for a reliable DTU analysis. We identified in the pig two genes, which had downregulated isoforms without changing the overall gene expression, namely *DTNBP1* (dystrobrevin binding protein 1) and *RAB4B*. 

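Between MII and ‘damaged’ oocytes, *DTNBP1* (ENSSSCG00000001062, chromosome 7, 11602470 to 11720156) had 8.21 ± 1.36 CPM and 8.28 ± 1.34 CPM, a log2 fold change of -0.01 with a standard error of 0.200. For *RAB4B* (ENSSSCG00000002996, chromosome 6, 48989080 to 49010042) the levels were 1.15 ± 0.586 CPM and 1.14 ± 0.637 CPM, a log2 fold change of -0.09 with a standard error of 0.464. Compared with GV oocytes, *RAB4B* was a downregulated DEG in MIX oocytes, with a log2 fold change of -3.17 on library sizes and -2.28 with TMM factors, while *DTNBP1* changed by -0.67 and 0.21. From the roles of both genes in transport and lysosomes, the paper proposes that less use of these isoforms impairs macromolecular turnover and through it maturation.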

*DTNBP1* is associated with normal biogenesis of lysosome-related organelles [65] and has been shown to affect cell cycle progression by interacting with cell cycle-related genes such as cyclins D1/2/3 [66], cyclin B1 (CCNB1), cyclin E1 (CCNE1), cyclin-dependent kinases 1 and 2 (CDK1/2), cell division cycle 20 (CDC20), CDC25A, and CDC25B [67]. *CNB1* and *CDC20* were upregulated in our pig MIX oocytes compared to the GV stage, whereas *CDC25A* and *CDC25B* were downregulated. Additionally, *DTNBP1* was upregulated in bovine embryos that successfully produced live offspring compared with embryos that did not [68]. 

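*CCNB1* (ENSSSCG00000029326, chromosome 16, 47338239 to 47348385) rose from 1368 ± 184 CPM in GV to 4288 ± 384 CPM in MIX oocytes, a log2 fold change of 1.65 (standard error 0.0935) and of 2.55 with TMM factors. For *CDC20* (ENSSSCG00000003949, chromosome 6, 167886266 to 167890587) the values were 1.17 (standard error 0.125) and 2.06. Both genes were DEGs with TMM factors but not on library sizes. *CDC25A* (ENSSSCG00000021494, no position in the annotation used) changed by -4.02 (FDR 8.75e-12) and *CDC25B* (ENSSSCG00000007151, chromosome 17, 31910824 to 31929418) by -4.98 (FDR 2.58e-12) on library sizes, and both were also DEGs with TMM factors.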

*RAB4B*, a member of the RAS oncogene family, is involved in protein transport and vesicular trafficking [69]. Previous studies have shown that oocyte maturation is associated with massive macromolecular turnover, which is dependent on intracellular transport and lysosomes [70, 71]. Thus, we propose that reduced utilisation of the predominant translated isoforms of the *DTNBP1* and *RAB4B* genes negatively influences macromolecular turnover, ultimately leading to impaired oocyte maturation. Few studies examined the function of *DTNBP1* and *RAB4B* during oocyte maturation. More work is still needed to test our hypothesis. Furthermore, DTU analysis by comparing MIX versus GV oocytes in the pig dataset or MII versus GV oocytes in the human dataset found many gDTUS undetected by traditional DGE analysis. Those gDTUs were predominantly involved in intracellular transport pathways; ATPase-dependent in pig oocytes and GTPase-dependent in human oocytes. Furthermore, we also found in both, pig and human, that alternative transcription start sites, alternative transcription termination sites and exon skipping were the most frequently-altered splicing events; contributing to isoform switching from full-length isoforms. Moreover, the loss of coding potential caused by isoform switching was observed in pig MIX and human MII oocytes. Such reduced protein-coding potential in MII oocytes may be associated with impending maternal mRNAs clearance once embryo genome activation occurres after fertilisation [72].

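In the pig, 4081 genes could have been called both as gDTUs and as DEGs. Of these, 22.5% of the gDTUs and 43.5% of the others were DEGs on library sizes (two-sided Fisher's exact test, p 4.43e-44, odds ratio 0.376). With TMM factors the shares were 16.9% and 30.8% (p 3.81e-24). All of these genes held an isoform past the dIF threshold, so the others are genes whose change in usage did not pass the FDR. A gene with few counts, such as one that falls steeply in MIX oocytes, is harder to call as a gDTU. Counts were not matched between gDTUs and the others, so this test cannot separate a lower share of DEGs among gDTUs from such a difference in power. Genes are not independent replicates.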

## Conclusion

Our study suggests the failure to progress to MII in vitro may not be regulated at the level of the genome and that many genes are differentially regulated at the isoform level, particular those involved ATPase- or GTPase-dependent intracellular transport.

## Supporting information

S1 Table Total list of differentially expressed genes in pig MII oocytes + ’damaged’ oocytes (MIX) versus GV oocytes.

S2 Table Differentially expressed genes associated with oocytes, cell cycle and meiosis in pig MII oocytes + ’damaged’ oocytes (MIX) versus GV oocytes.

S3 Table Differentially expressed genes associated with mitochondria and oxidative phosphorylation in pig MII oocytes + ’damaged’ oocytes (MIX) versus GV oocytes.

S4 Table Differentially expressed genes associated with steroidogenesis in pig MII oocytes + ’damaged’ oocytes (MIX) versus GV oocytes.

S5 Table Differentially expressed genes associated with antioxidant response in pig MII oocytes + ’damaged’ oocytes (MIX) versus GV oocytes.

S6 Table Differentially expressed genes associated with endoplasmic reticulum stress in pig MII oocytes + ’damaged’ oocytes (MIX) versus GV oocytes.

S7 Table Differentially expressed genes associated with ribosomal structure and function in pig MII oocytes + ’damaged’ oocytes (MIX) versus GV oocytes.

S8 Table Differentially expressed genes associated with cytoskeleton and extracellular matrix in pig MII oocytes + ’damaged’ oocytes (MIX) versus GV oocytes.

S9 Table Total list of differentially expressed genes in human MII oocytes versus GV oocytes.

S10 Table Differentially expressed genes associated with oocytes, cell cycle and cell devisions in human MII oocytes versus GV oocytes.

S11 Table Differentially expressed genes associated with mitochondria and oxidative phosphorylation in human MII oocytes versus GV oocytes.

S12 Table Differentially expressed genes associated with steroidogenesis in human MII oocytes versus GV oocytes.

S13 Table Differentially expressed genes associated with oxidative stress response in human MII oocytes versus GV oocytes.

S14 Table Differentially expressed genes associated with endoplasmic reticulum stress in human MII oocytes versus GV oocytes.

S15 Table Differentially expressed genes associated with ribosomal structure and function in human MII oocytes versus GV oocytes.

S16 Table Differentially expressed genes associated with cytoskeleton and extracellular matrix in human MII oocytes versus GV oocytes.

S17 Table Upstream regulators for MIX (MII + ’damaged’) versus GV stage oocytes in the pig.

S18 Table Top 25 networks for MIX (MII + ’damaged’) versus GV stage oocytes in the pig.

S19 Table Causal networks for MIX (MII + ’damaged’) versus GV stage oocytes in the pig.

S20 Table Upstream regulators for MII versus GV stage oocytes in the human.

S21 Table Top 25 networks for MII versus GV stage oocytes in the human.

S22 Table Causal networks for MII versus GV stage oocytes in the human.

S1 Fig Morphology of pig oocytes collected for RNAseq.

S2 Fig Heatmap highlighting the distance and gene expression among pig or human oocytes at different developmental stages.

S3 Fig DGE and DTU analysis comparing pig MII oocytes with damaged oocytes.

S4 Fig Alternative splicing mechanisms associated with isoform switches and consequences for protein expression in pig oocytes.

S5 Fig Alternative splicing mechanisms associated with isoform switches and consequences for protein expression in human oocytes.

# Supplementary material for: RNAseq analysis of oocyte maturation from the germinal vesicle stage to metaphase II in pig and human
**Source:** PLoS One. 2024 Aug 9;19(8):e0305893. doi: 10.1371/journal.pone.0305893
**Supplement:** S1 Fig

## Supplementary information

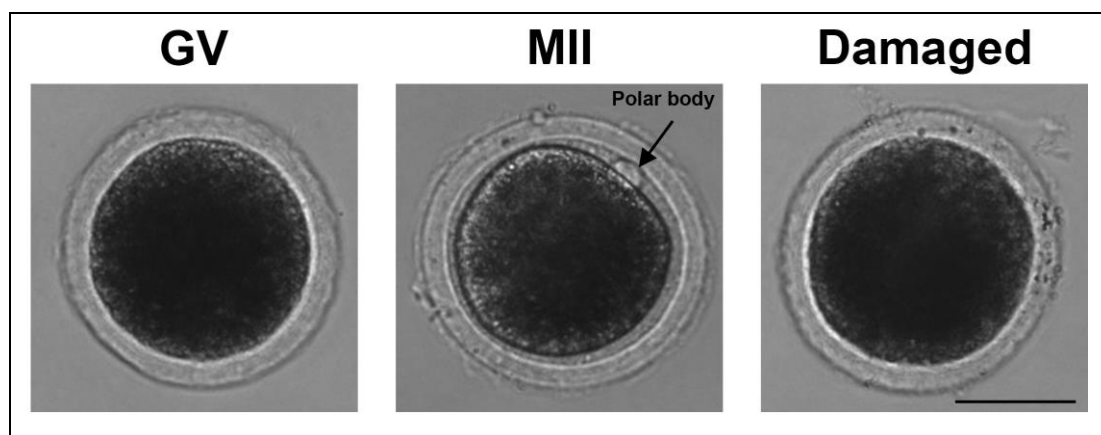

**S1 Fig. Morphology of pig oocytes collected for RNAseq.** Bright field images of oocytes at three major developmental stages, GV, MII with polar body, and oocytes without visible polar body ('damaged') after *in vitro* incubation. Scale bar: 80  $\mu$ m.

# Supplementary material for: RNAseq analysis of oocyte maturation from the germinal vesicle stage to metaphase II in pig and human
**Source:** PLoS One. 2024 Aug 9;19(8):e0305893. doi: 10.1371/journal.pone.0305893
**Supplement:** S2 Fig

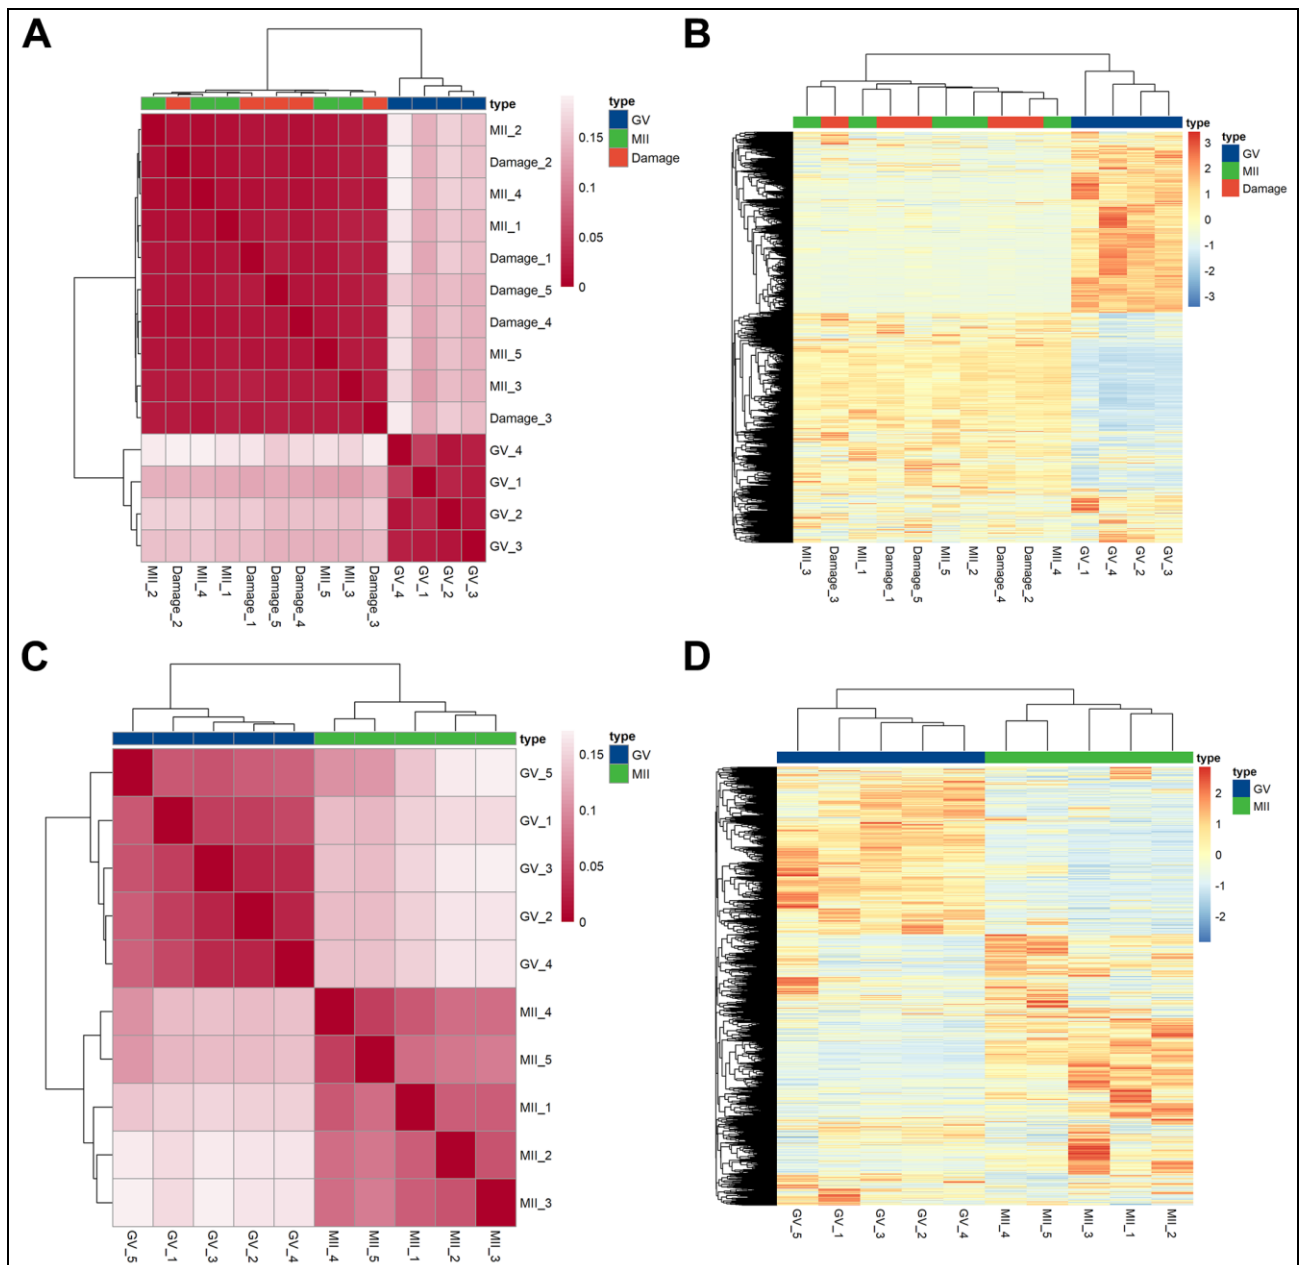

**S2 Fig. Heatmap highlighting the distance and gene expression among pig or human oocytes at different developmental stages.** A distance matrix generated by sample-by-sample correlation (Pearson correlation) highlighting transcriptome relationships among oocytes at three different stages (GV, MII and damaged) in pig dataset (A) and at two different stages (GV and MII) in human dataset (B). Colour gradient ranges from dark red (minimum distance) to light red. A heatmap showing 12,962 genes expression in pig dataset (C) and 18,998 genes expression in human dataset (D). Colour gradient ranges from blue (low expression) to red (high expression).

# Supplementary material for: RNAseq analysis of oocyte maturation from the germinal vesicle stage to metaphase II in pig and human
**Source:** PLoS One. 2024 Aug 9;19(8):e0305893. doi: 10.1371/journal.pone.0305893
**Supplement:** S4 Fig

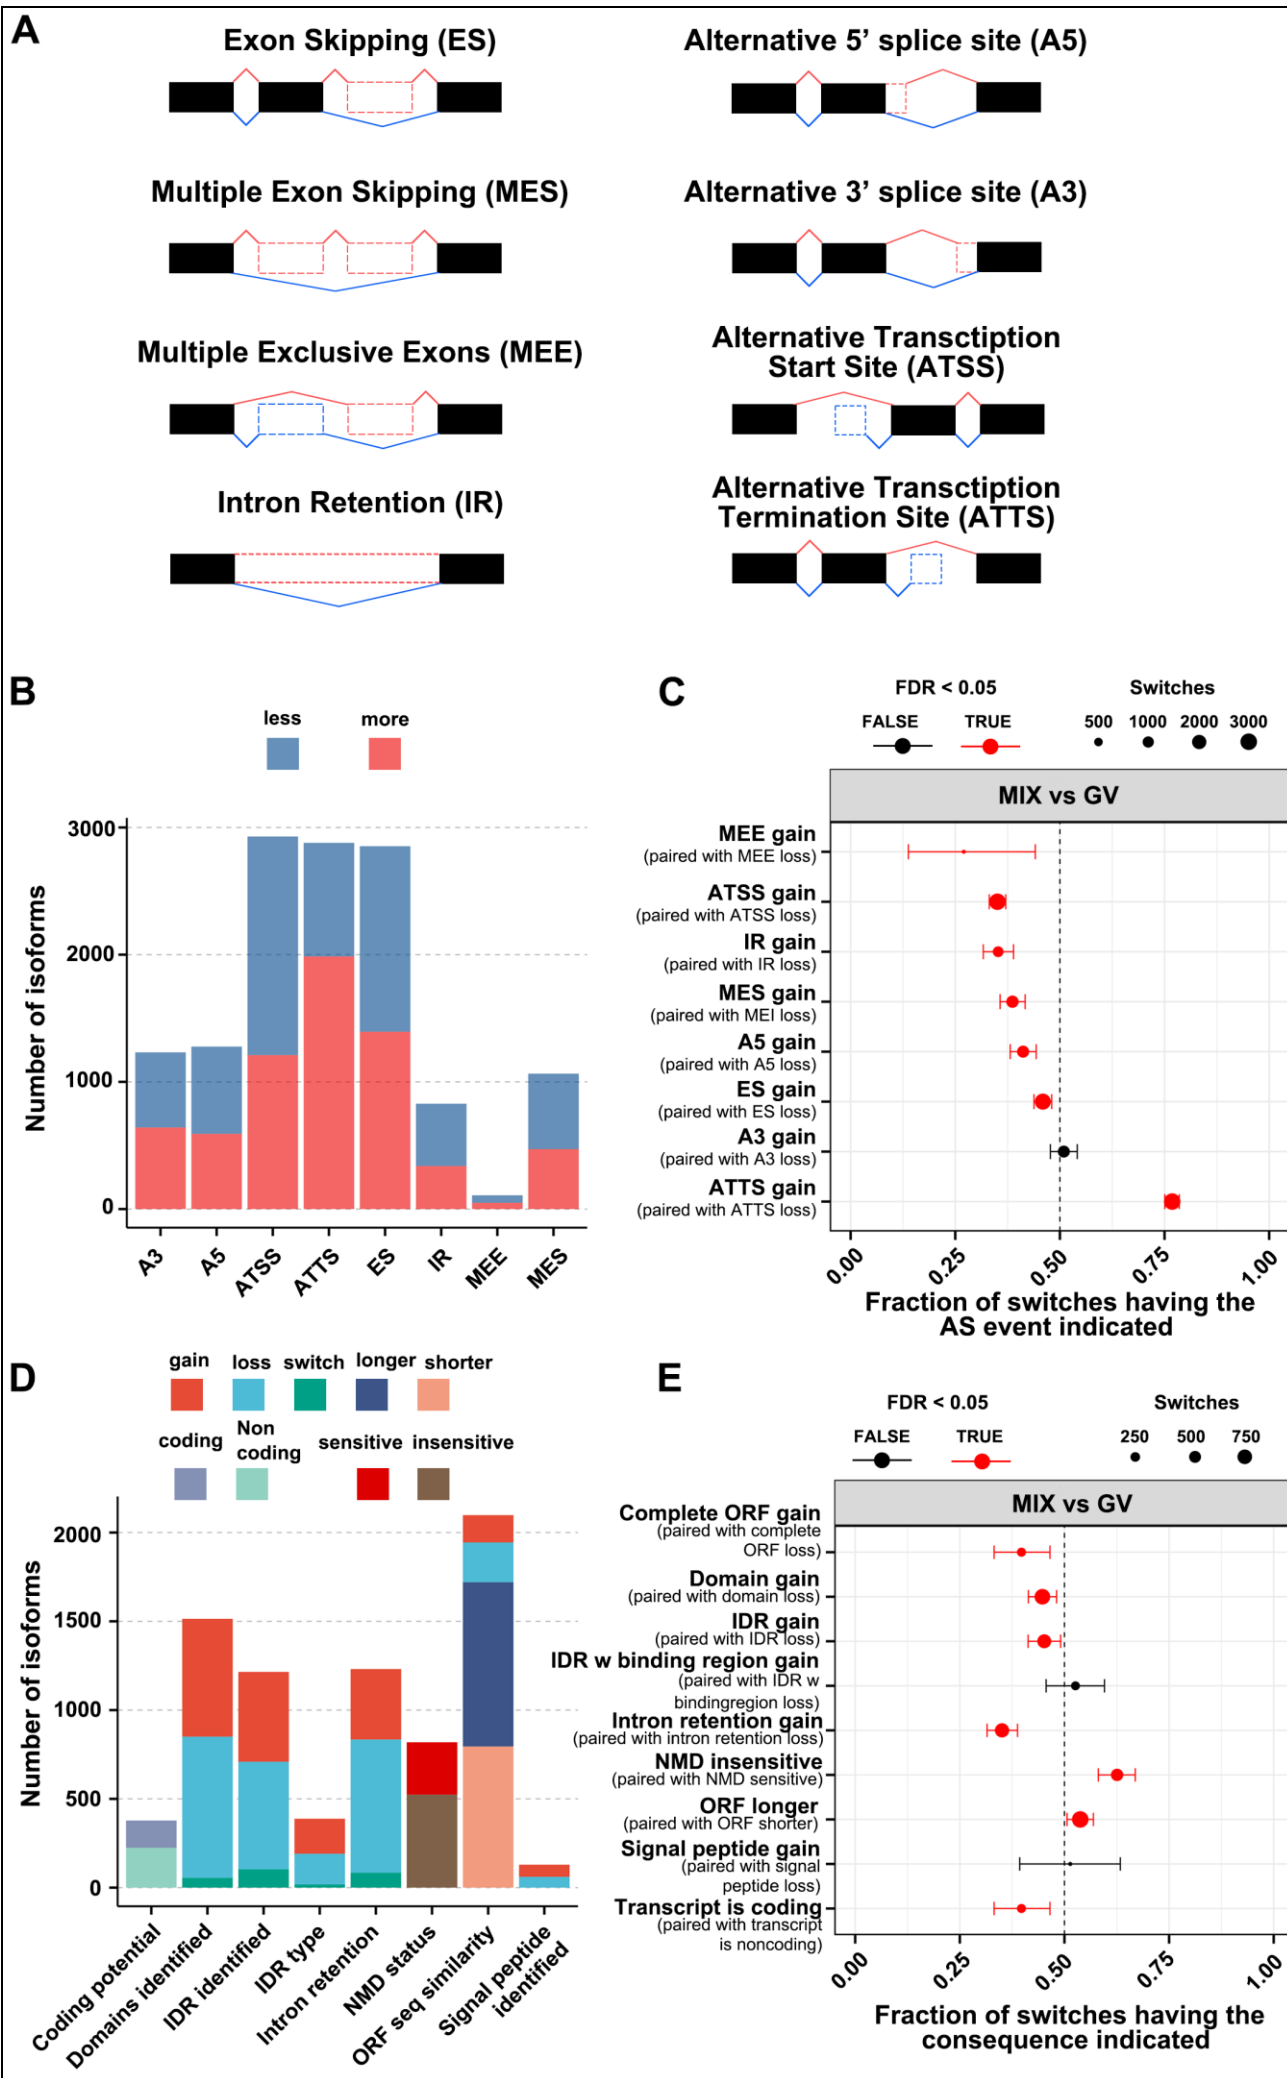

**S4 Fig. Alternative splicing mechanisms associated with isoform switches and consequences for protein expression in pig oocytes.** (A) Schematic representation of splicing events that can lead to gene isoform switches. (B) Quantification of the number of isoforms showing more (positive difference in isoform fraction (dIF)) and less (negative dIF) splicing events in 'MIX' compared to GV. (C) Splicing events enrichment involved in isoform switches. The x-axis of the plot shows the fraction of switches connected with the indicated splicing event, where  $< 0.5$  means depleted while  $> 0.5$  means enriched in 'MIX'. (D) Quantification of the number of isoforms showing (i) gain or loss of coding potential, domains/signal peptides identified, intrinsically disordered regions (IDR), intron retention, open-reading frame (ORF) sequencing similarity; (ii) switch (simultaneous gain and loss) of domains identified or IDR; (iii) sensitive or insensitive to nonsense-mediated decay (NMD); and (iv) longer or shorter ORF sequencing similarity. (E) The enrichment of functional consequences for protein expression resulting from isoform switching events. The x-axis of the plot shows the fraction of switches having the indicated consequence, where  $< 0.5$  means depleted while  $> 0.5$  means enriched in MIX.

# Supplementary material for: RNAseq analysis of oocyte maturation from the germinal vesicle stage to metaphase II in pig and human
**Source:** PLoS One. 2024 Aug 9;19(8):e0305893. doi: 10.1371/journal.pone.0305893
**Supplement:** S5 Fig

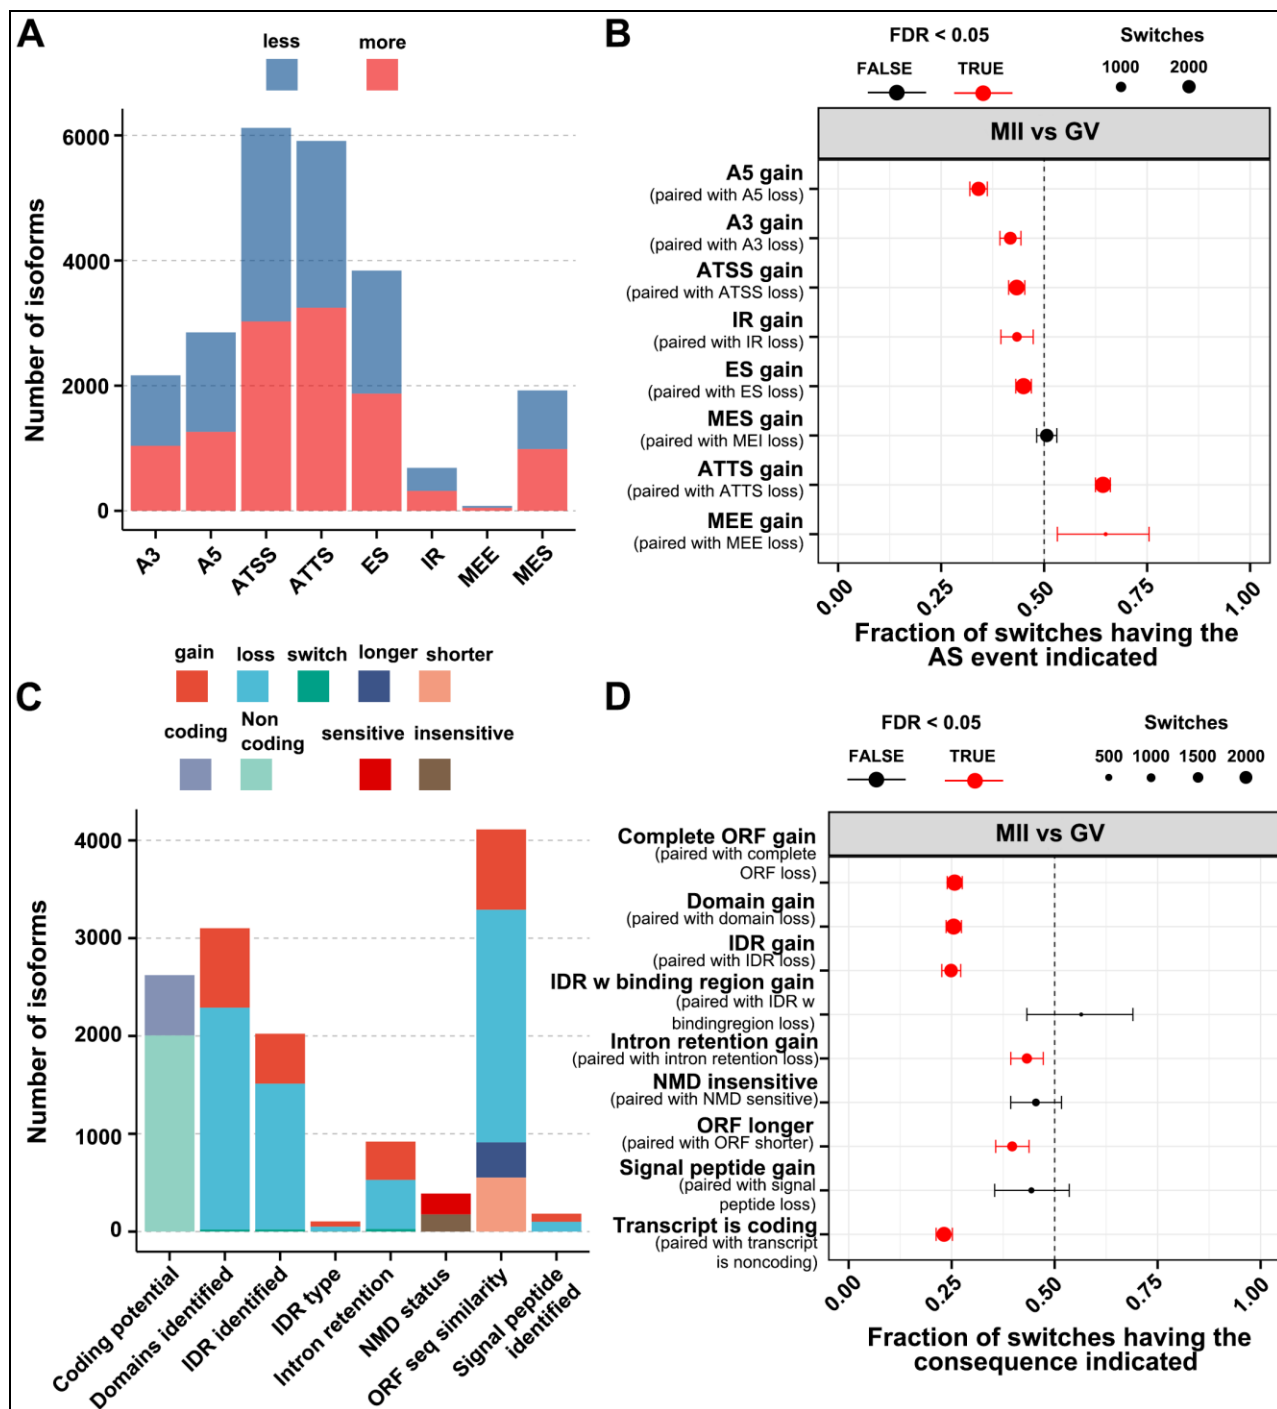

**S5 Fig. Alternative splicing mechanisms associated with isoform switches and consequences for protein expression in human oocytes.** (A) Quantification of the number of isoforms showing more (positive difference in isoform fraction (dIF)) and less (negative dIF) splicing events in MII compared to GV. (B) Splicing events enrichment involved in isoform switches. The x-axis of the plot shows the fraction of switches connected with the indicated splicing event, where < 0.5 means depleted while > 0.5 means enriched in MII. (C) Quantification of the number of isoforms showing (i) gain or loss of coding potential, domains/signal peptides identified, intrinsically disordered regions (IDR), intron retention, open-reading frame (ORF) sequencing similarity; (ii) switch (simultaneous gain and loss) of domains identified or IDR; (iii) sensitive or insensitive to nonsense-mediated decay (NMD); and

(iv) longer or shorter ORF sequencing similarity. (D) The enrichment of functional consequences for protein expression resulting from isoform switching events. The x-axis of the plot shows the fraction of switches having the indicated consequence, where  $< 0.5$  means depleted while  $> 0.5$  means enriched in MII.

How the deposited data were processed for this re-analysis (not part of the article)

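Processed files of 15 pig RNAseq libraries were used, 5 each of GV, MII and ‘damaged’ oocytes, with 15 oocytes per library. The labels give 44 h of in vitro maturation for MII and ‘damaged’ oocytes and the paper 42 to 44 h. The human libraries were not analysed here.

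The authors removed adapters and low-quality bases with AfterQC and made the estimated counts per transcript with Kallisto in default settings from the Ensembl cDNA of Sscrofa11.1, as the paper's methods describe. The estimated counts were not normalized across libraries. The TPM values, transcripts scaled to the same total within each library, were also made by the authors with Kallisto, as the file headers name them. The estimated counts per gene were made by the authors with tximport (lengthScaledTPM), that is, from TPM and mean transcript length scaled to each library's own total, before any filter on low counts.

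Of the 15 columns of the gene table, 8 had the same total as the transcript file of the library they name and were used. The other 7 columns had the total of a library with another label and were not used here. Names and values thus contradict each other for these libraries. By the labels of the transcript files, which were used, the nearest library of 15 of 15 libraries had the same stage (GV, or MII and ‘damaged’ together). Between MII and ‘damaged’, and for the replicate numbers, it was not tested which labels are right, so those comparisons rest on the labels of the transcript files. The transcripts of each gene were found by matching sums of transcript TPM to the gene counts over these 8 columns, and the gene counts of all 15 libraries were then computed from the transcript files by the lengthScaledTPM formula. The genes with their transcripts found numbered 17390, with 35395 of the 38027 transcripts that had a count in any library, and held 99.98 to 99.998% of the estimated counts of each library. On simulated data with 15000 transcripts, 99.2% of 5249 genes got exactly their transcripts. A symbol was known for 13450 genes from the gene name table and for 92 more from the paper's tables, and 12451 had a position in RefSeq by symbol.

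Totals of the estimated counts lay between 6.40 and 23.6 M per library. Intervals for shares of counts are 95% Wilson intervals, and a share of 0 is given with the limit that 3 counts of the gene's total allow. Both cover counting error only. Between libraries of 1 condition, the chi-square per gene against counting error alone was 15.9 to 228, so the spread between libraries exceeded counting error in each of the 30 pairs.

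Groups were taken from the labels. MII and ‘damaged’ were joined as MIX for the comparison with GV, as in the paper. GV libraries 1, 2, 4 and 5 were used, because the ratios of their means to the GV means in S2 to S8 Tables had a spread under 2%, which no other choice gave. The spread was 1.90% on library sizes and 0.122% with TMM factors, and for the SEMs it was 61.7% and 0.870%. GV replicate 3 was used only where all 5 GV libraries are named and in the comparisons between libraries.

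Gene counts were tested with limma 3.58.1 (voom, lmFit, eBayes) in R 4.3.3 after filterByExpr of edgeR 4.0.16 with the 3 groups, on library sizes without normalization factors, because the paper's text names no such step. The GV means and SEMs in the paper's tables match libraries scaled by TMM factors, so the study probably used them. The counts of DEGs and the log2 fold changes on library sizes then come from a scaling other than the study's, and values with TMM factors are given beside them. The FDR was adjusted by Benjamini-Hochberg over all genes tested. MII and ‘damaged’ oocytes were compared in a fit of all 3 groups. The PCA used the voom log2 CPM values, centred and not scaled, and its group differences were tested by exact permutation. Gene families were lists fixed by symbol, tested with camera at a preset inter-gene correlation of 0.01 and called at an adjusted p under 0.05.

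DTU was tested with the model of DEXSeq fitted in DESeq2 1.42.0 by a likelihood ratio test, after filters of gene TPM over 1, isoform fraction over 0.05 and an absolute dIF over 0.1 in the gene. A DTU isoform had an FDR under 0.01 and an absolute dIF over 0.1. Isoform lengths were compared by an exact binomial test with a Clopper-Pearson interval. Matching, summaries and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

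On simulated libraries of the same sizes with a dispersion of 0.05, each gene test recovered 200 of 200 genes changed by a log2 fold change of 3 with 0 false calls. The DEXSeq model recovered 199 of 200 changed isoforms between MIX and GV with 2 false calls, and 198 of 200 between MII and ‘damaged’ with 1. The changes were large and put only into genes and isoforms with enough counts, so smaller changes and lower counts are not covered.

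The genes named are those that the paper names for a pig comparison, *RAB4B* and *DTNBP1* for DTU, and the 3 largest rises and 3 largest falls among DEGs with a symbol whose MIX and GV libraries did not overlap, a rule set before the data were examined. Not each gene chosen by this rule is given in the text, while counts over these genes include all of them. The alternatives were TMM factors, edgeR's quasi-likelihood test, DESeq2, all 5 GV libraries, no filter on low counts, a filter of 10 CPM, estimated counts summed per gene, the replicate number as a term, voomWithQualityWeights, a fit of 3 groups, fry, PCA scaling and gene choice, diffSplice, other isoform filters, and each library left out in turn. Camera with an estimated correlation, and all alternatives for MII versus GV and ‘damaged’ versus GV, were chosen after seeing the data. GO, IPA, splicing events and coding potential were not analysed here.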

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

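The 3 tests of GV replicate 3 were chosen only after its values were seen. A library is named here when its gap to the nearest other library of its group is more than 0.71 of the group's range, which chance gives in about 1 of 20 groups. Of 198 groups of 5 libraries, 20 had such a library, against 9.9 by chance. The chance rate does not hold for groups whose other libraries are all at 0, such as *SCO2* in MII libraries. There, any single count gives a gap of 1 of the range, so part of the excess over 9.9 is built in.

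GV replicate 3, which was taken as the library that the paper removed and describes only by its number of reads, was apart in 6 of the 20 groups. It had 25930 transcripts with a count (28361 to 28885 in the other GV libraries). Its 10 most abundant genes took 13.2% of its counts (7.18 to 7.47% in the others) and its 50 most abundant genes 22.4% (16.3 to 17.9%). The 13 mtDNA-encoded OXPHOS subunits took 11.6% (95% Wilson interval 11.6 to 11.6%), above the 2.12 to 3.33% of the other GV libraries. *PRDX3* had 93.7 CPM (142 to 161 CPM) and *IL6* 1.13 CPM (0.254 to 0.443 CPM). A mislabelled MII or ‘damaged’ library is argued against by its median distance of 0.0686 to the other GV libraries, which is smaller than the 0.247 to the MII and ‘damaged’ libraries. The other GV libraries thinned to its total kept a mean of 7.33% on their 10 most abundant genes (7.18 to 7.44%). Thinning at random leaves the expected share of each gene unchanged, so this outcome was set in advance. Whether what lowered the depth of GV replicate 3 also shifted its shares was not tested. Its excess of 8.76 percentage points on the mtDNA-encoded genes exceeds its excess of 5.91 points on the 10 most abundant genes, 7 of which are mtDNA-encoded. Transcripts of the mitochondrial genome taking more of the counts may therefore account for the share on few genes. What raised them was not tested, and since the design names no difference between the GV libraries, no biological explanation was tested.

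The other 14 cases concern genes and isoforms. In MII replicate 3, *DTNBP1* had 5.85 CPM (8.47 to 9.31 CPM in the other MII libraries) and *CDC25A* 7.69 CPM (3.30 to 4.19 CPM). In GV replicate 5, *CDC25B* had 309 CPM (139 to 185 CPM) and *SDS* 35.2 CPM (15.2 to 19.9 CPM). Further values lie near 0 CPM: *HNF4A* had 0.236 CPM in ‘damaged’ replicate 5 (0 to 0.0601 CPM), *SCO2* 0.169 CPM in MII replicate 4 (0 in the others) and *SDS* 0.248 CPM in ‘damaged’ replicate 1 (0 to 0.0529 CPM). No technical or biological explanation was tested for these values.

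Of the isoforms, ENSSSCT00000086397.2 of *RAB4B* made up 73.4% of the gene in MII replicate 3, on 8.17 counts, and 27.9% in ‘damaged’ replicate 3, on 4.59 counts. ENSSSCT00000078459.2 of *RAB4B* made up 0.413% in GV replicate 5, on 0.476 counts, and 47.1% in ‘damaged’ replicate 5, on 5.23 counts. ENSSSCT00000080604.2 of *RAB4B* made up 40.0% in MII replicate 5, on 3.06 counts. ENSSSCT00000070912.2 of *DTNBP1* made up 13.0% in GV replicate 2, on 18.6 counts, and 3.21% in MII replicate 4, on 6.10 counts. The few counts behind these shares limit what they can show, and no explanation was tested for them.

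Between MII and ‘damaged’ oocytes, the usage of ENSSSCT00000089435.2 of *DTNBP1* differed by a dIF of -0.104 and that of ENSSSCT00000092988.1 of *RAB4B* by -0.553. Each was tested by itself and was lower in 5 of 5 MII libraries than in any ‘damaged’ library (two-sided exact permutation p 0.00794), a p that is not adjusted for the 2596 isoforms tested. This p also takes the counts of 0 as exact, while the lowest ‘damaged’ share of each isoform lies within what such counts allow in 1 MII library by itself. Of 60 splits of the 10 libraries, the real one included, 50 gave at least as many DTU isoforms as the real one with its 2, and the other splits gave a median of 5 and up to 53. The count of DTU isoforms is thus what splits without regard to group also gave, and a difference between libraries that has nothing to do with the polar body may produce such calls. At the depth of *RAB4B* a share of up to 15 to 22.9% could give 0 counts in 1 MII library by itself. How likely 0 in all 5 would be was not computed. A difference between oocytes with and without a polar body stays open.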

How the results depend on the processing

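Camera with an estimated correlation and the alternatives for MII versus GV and ‘damaged’ versus GV were chosen after seeing the data. All other alternatives were set before the data were examined. The paper describes 5 collections that each gave oocytes of every group, and does not state whether the replicate numbers mark them. Of 15 pairs of libraries with the same number in 2 groups, 3 had a correlation over 0.1 after the group means were removed (-0.12 to 0.293), and the 5 pairs of MII and ‘damaged’ libraries had 0.0205 to 0.205. A pairing by collection is left open. With the replicate block there was still no DEG between MII and ‘damaged’ oocytes, while the smallest FDR went from 0.9999 to 0.0765 and the genes at an unadjusted p under 0.05 from 170 to 382.

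The scaling between libraries moved the number of upregulated DEGs most, and the filter of 10 CPM that of downregulated DEGs. On library sizes, 46 genes were upregulated and 3783 downregulated in MIX versus GV oocytes. With TMM factors the counts were 565 and 2213, with edgeR's quasi-likelihood test 549 and 2160, and with DESeq2 603 and 2125. The filter of 10 CPM tested fewer genes and gave 25 and 1674. The counts stayed within 1.5 times with all 5 GV libraries, no filter, summed counts, the replicate block (42 and 3848), library weights and the fit of 3 groups, and with each of the 14 libraries left out (35 to 63 upregulated and 3665 to 4222 downregulated). For MII versus GV, 48 and 3881 genes became 596 and 2253 with TMM factors, 562 and 2228 with edgeR and 634 and 2157 with DESeq2. For ‘damaged’ versus GV, 45 and 3664 became 540 and 2163, 507 and 2134, and 560 and 2089. By construction these 3 settings differ from the library sizes in the scaling between libraries, with 1 factor per library.

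Of the 64 genes listed as upregulated in S2 to S8 Tables, 3 were DEGs on library sizes, 9 with all 5 GV libraries, 64 with TMM factors, 60 with edgeR and 62 with DESeq2. With one library left out the number was 2 to 5, and it was 5 without GV replicate 1 and 5 without GV replicate 4. The cause of this was not tested. Of the 265 listed as downregulated, 255 to 265 were DEGs under the alternatives and 265 in each fit with a library left out.

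Of 48 genes and isoforms chosen by the rule for named genes, fitted 1116 times in all, the direction and the side of the thresholds were the same in 1051 fits, 4 were weaker, 55 stronger and 6 reversed. The 6 reversals were those of *CEP192* (-0.10 on library sizes, 0.79 with TMM factors, 0.81 with edgeR, 0.86 with DESeq2) and *DTNBP1* (-0.67, 0.21, 0.21 and 0.26), which follow from the scaling of the libraries. Of the 55 stronger fits, 51 were with these 3 settings. *ZEB2* was no DEG without GV replicate 4 (2.16) or without GV replicate 5 (2.68), *COQ10A* became one without GV replicate 4 (2.06) and *SGO2* without GV replicate 1 (2.01). *PRDX5* was no DEG with DESeq2 (-1.99). *NUBPL*, no DEG on library sizes (1.11), had an FDR above 0.01 with summed counts (0.33, FDR 0.0701, the highest over its alternatives, which began at 5.33e-13). The RAB4B isoform MII versus damaged was not called without damaged replicate 2 (dIF -0.493, FDR 0.0109, against FDRs of 0.000721 to 0.0109 over all fits). Outside these totals, because its dIF was under 0.1, the *DTNBP1* isoform was not called without ‘damaged’ replicate 4 (dIF -0.0895) or without ‘damaged’ replicate 5 (dIF -0.0953). The cause of these was not tested.

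Between MII and ‘damaged’ oocytes there was no DEG under the 10 alternatives and with each of the 14 libraries left out, with 170 genes at an unadjusted p under 0.05 on library sizes. In the PCA, PC1 held 62.6 to 87.2% of the variance under the alternatives and 76.8 to 82.1% with a library left out, and the exact permutation p between GV and MIX was 0.000333 to 0.0035. The pseudo-F between MII and ‘damaged’ oocytes was 0.715 to 0.853 under the alternatives (exact permutation p 0.81 to 0.929).

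Of the gene families, the mtDNA-encoded OXPHOS subunits lost their call in 3 settings: with all 5 GV libraries (0.88 relative to the other genes, FDR 0.115), under fry (median log2 fold change 0.18, FDR 0.632) and with an estimated correlation (1.23, FDR 0.442). With the replicate block its FDR was 0.000227, its median log2 fold change 0.31, and 11 genes were higher and 2 lower, with 3 of the higher at an FDR under 0.01 against 0 without the block. Over all alternatives of this family the FDR was 0.000227 to 0.632. With an estimated correlation, the cytosolic ribosomal (-1.77, FDR 0.268), mitochondrial ribosomal (-1.35, FDR 0.298) and nuclear OXPHOS families (-0.98, FDR 0.268) were not past the threshold, and their FDRs over all alternatives were 5.59e-13 to 0.268, 5.59e-13 to 0.298 and 5.59e-13 to 0.268. Under fry, whose null is no change rather than the change of the other genes, cholesterol biosynthesis was past the threshold (-1.86, FDR 6.99e-12, up to 0.425 over the alternatives) and the cumulus cell markers went from a direction of up to down (-1.39, FDR 2.99e-07, up to 0.956 over the alternatives). With a library left out, the families kept their side of the threshold, from -1.86 to -1.66 for cytosolic ribosomal, -1.43 to -1.22 for mitochondrial ribosomal, -1.14 to -0.89 for nuclear OXPHOS, 1.14 to 1.38 for mtDNA-encoded OXPHOS and 1.33 to 1.58 for chromosome segregation genes. The families that were not called ranged from -1.13 to -0.54 for cholesterol biosynthesis genes and from -0.49 to -0.16 for the cumulus cell markers.

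The DTU isoforms between MIX and GV oocytes stayed within 1.5 times of 2587 raised and 2455 lowered, with 2058 to 2847 and 1959 to 2720 under the alternatives. Between MII and ‘damaged’ oocytes, 2 isoforms were called, 6 with diffSplice, 2 with the replicate block and diffSplice, and 0 with a gene TPM over 10, where 96 isoforms had an unadjusted p under 0.05. That filter left *RAB4B* and *DTNBP1* untested, so its count says nothing about their isoforms. In diffSplice fits that each left out 1 of the 10 libraries, the number was 1 to 15. Without MII replicates 1 to 5 in turn it was 2, 5, 14, 7 and 15, and without ‘damaged’ replicates 1 to 5 it was 11, 1, 4, 14 and 9. The cause was not tested. The depth limits the isoform results of *RAB4B*, which had 13.1 to 20.0 counts per MII library.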

Differences from the paper's values

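On library sizes, 46 DEGs were upregulated in MIX oocytes against the paper's 538, and 3783 were downregulated against the paper's 2116. Of the alternatives set before the data were examined, TMM factors (565 and 2213), edgeR's quasi-likelihood test with TMM factors (549 and 2160) and DESeq2 (603 and 2125) were within 1.5 times of both of the paper's values. The filter of 10 CPM was within it for downregulated genes (1674) and not for upregulated ones (25). All 5 GV libraries, no filter, summed counts, the replicate number as a term, library weights, the fit of 3 groups and each library left out did not close the gap.

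Of the genes in S2 Table, 19 were DEGs against the paper's 53, with 2 upregulated against the paper's 36. Upregulated DEGs numbered 0 against the paper's 4 in S3 Table, 0 against the paper's 3 in S4 Table, 0 against the paper's 5 in S5 Table, 1 against the paper's 9 in S6 Table and 0 against the paper's 7 in S8 Table. TMM factors gave the paper's number in each of these. DESeq2 was within 1.5 times in each, with 3 in S3 Table and 2 in S4 Table. edgeR was too, except for 3 in S5 Table. All 5 GV libraries, the replicate number as a term and each library left out did not close these gaps. On library sizes, each of the 64 genes listed as upregulated had a log2 fold change above 0 and an FDR under 0.01.

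The log2 fold changes on library sizes were 1.77 against the paper's 2.65 for *COQ10A*, 1.30 against the paper's 2.17 for *COQ10B*, 1.28 against the paper's 2.15 for *MRPL44* and 1.11 against the paper's 2 for *NUBPL*. The next values were 1.36 against the paper's 2.22 for *CAT*, 1.14 against the paper's 2.02 for *GPX1*, -3.57 against the paper's -2.71 for *PRDX1* and -4.75 against the paper's -3.88 for *PRDX3*. Further values were -2.94 against the paper's -2.08 for *PRDX5*, -6.50 against the paper's -5.64 for *NXN*, -3.39 against the paper's -2.52 for *TXN2* and -3.86 against the paper's -2.98 for *GPX4*. Then came -3.38 against the paper's -2.5 for *GPX6*, -4.03 against the paper's -3.16 for *GLRX3*, 1.68 against the paper's 2.56 for *COL19A1* and 1.30 against the paper's 2.17 for *VCAN*. The values went on with -4.60 against the paper's -3.73 for *COL28A1*, -4.06 against the paper's -3.21 for *NID1*, -3.80 against the paper's -2.93 for *COL15A1* and -3.36 against the paper's -2.5 for *COL23A1*. They were also -3.22 against the paper's -2.36 for *BCAN*, 1.22 against the paper's 2.1 for *RIGI*, 1.17 against the paper's 2.04 for *KIF15* and 1.69 against the paper's 2.56 for *KIF18A*. Other values were 1.46 against the paper's 2.33 for *KIF20B*, 1.67 against the paper's 2.54 for *NEDD1*, 1.32 against the paper's 2.19 for *SGO1* and 1.83 against the paper's 2.7 for *SGO2*. In addition they were 1.34 against the paper's 2.21 for *CDC40*, 1.65 against the paper's 2.52 for *CCNB1*, 1.17 against the paper's 2.03 for *CDC20* and -4.02 against the paper's -3.16 for *CDC25A*. The same held for -4.98 against the paper's -4.11 for *CDC25B*, 3.36 against the paper's 4.23 for *SNX7*, 3.35 against the paper's 4.23 for *IL6* and 2.80 against the paper's 3.69 for *ZEB2*. The last values were -7.90 against the paper's -7.03 for *ZNRD2*, -7.70 against the paper's -6.84 for *SCO2* and -7.64 against the paper's -6.79 for *SDS*. Of the MIX libraries, MII replicate 4 alone had a count of *SCO2*. The size of its fall is therefore set in part by the method and is not well determined. Of the alternatives set before the data were examined, TMM factors and edgeR brought all 39 values within 1 standard error of the paper's, and DESeq2 38 of them, all but *SCO2* (-7.41). Summed counts did so for *PRDX5* (-2.01) and library weights for *ZEB2* (2.90). The other alternatives left 39 of 39 differing, or 29 of 29 with the filter of 10 CPM, apart from fits with a library left out, which left 38 to 39. The median difference from the paper's values was -0.87 on library sizes and 0.03 with TMM factors.

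Of the gDTUs, 585 were also DEGs against the paper's 270. A gene TPM over 10 gave 391, within 1.5 times. TMM factors (440), edgeR (438), DESeq2 (442), all 5 GV libraries (614), an isoform fraction over 0.01 (590), diffSplice (832) and the replicate number as a term with diffSplice (819) did not close the gap, nor did leaving out each library. The removed GV library held 6.40 M estimated counts against the paper's 13 M sequencing reads. The former counts only reads assigned to transcripts, so the values are on different scales, and no alternative applied.

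The paper names *SGO1*, *SGO2*, *CDC40* or *CDC42* as higher in pig MIX/MII and in human MII oocytes, which leaves open whether *CDC42* is meant for the pig. In the pig its log2 fold change was -1.15 on library sizes and -0.25 with TMM factors, and was below 0 in each fit. The paper states that the changed isoforms of *RAB4B* and *DTNBP1* were the longest of each gene. By the lengths in the files, they were the 2nd longest, with 1149 nt of up to 1673 nt and 1315 nt of up to 1399 nt. The longest isoform of *DTNBP1* was called in 3 of 10 diffSplice fits with a library left out, with higher usage in MII. The paper ties reduced use of these isoforms to impaired maturation. In the files their use was 0 in the MII libraries and 55.3% and 10.4% in the ‘damaged’ libraries. The lower use of these isoforms was thus in oocytes with a polar body, opposite to that proposal. The paper's text counts 79 ribosomal DEGs, all downregulated, while its S7 Table lists 49. The ribosomal families held 78 downregulated DEGs on library sizes and, with TMM factors, 63 downregulated and 1 upregulated.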

Other observations

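The tests of the 701 abundant genes, of matched lists for the mtDNA-encoded genes and of transcript length were chosen only after the results were seen.

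On library sizes most genes were lower in MIX oocytes, with a median log2 fold change of -1.05 against -0.16 with TMM factors. Because CPM are shares of a total, abundant genes that take more of the counts lower the CPM of all others. With the 68 genes that were among the 50 most abundant of either group out of the library sizes, the median was -0.88, 19.4% of the way to the TMM value, which argues against these few genes as the main source. With 701 genes, among the 500 most abundant of either group, out of the library sizes, the median was -0.59, 51.6% of the way. These genes took 49.7% of the counts in GV and 63.5% in MIX libraries. Many abundant genes taking more of the counts may thus account for part of the shift. A lower RNA content of MIX oocytes, which no value here measures, stays open.

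With every library thinned to the smallest total of the 14 (11.96 M), 3664 genes were DEGs between MIX and GV oocytes, 3616 of them among the 3829 in full libraries, and 5007 isoforms were DTU isoforms, 4860 of them among the 5042. A difference in library size between the groups is argued against as the source. Of 100 splits of the libraries, the real one included, 1 gave as many DEGs between MIX and GV (the others at most 0), 1 between MII and GV (at most 1022) and 1 between ‘damaged’ and GV (at most 1728). Of 25 splits, 1 gave as many DTU isoforms between MIX and GV (at most 784). Between MII and ‘damaged’ oocytes, 96 of 100 splits gave at least as many genes with an unadjusted p under 0.05 as the real 170.

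Gene length and abundance were tested as an explanation of the gene families with 10000 lists of other genes matched on both. The matched lists had a median log2 fold change of -0.96 for cytosolic ribosomal genes (family -2.82), -0.74 for mitochondrial ribosomal genes (-2.41) and -0.71 for nuclear OXPHOS subunits (-2.03). For chromosome segregation genes it was -0.032 (family 0.41, on library sizes). These 4 families lay outside the range of 95% of the lists, which argues against such a trend as the whole source. Cholesterol biosynthesis genes (-1.86) also lay outside it (lists -0.94, -1.75 to -0.27), although camera did not call them (FDR 0.153), and the cumulus cell markers (-1.39) lay inside (lists -1.46, -2.60 to -0.57). For the mtDNA-encoded subunits the lists had 0.53 (-0.36 to 1.03) and the family 0.18, so a trend with abundance may account for their position. Camera gave as small a p in 2 of 100 splits for cytosolic ribosomal, 6 for mitochondrial ribosomal, 9 for nuclear OXPHOS, 58 for mtDNA-encoded OXPHOS, 2 for chromosome segregation and 7 for cholesterol biosynthesis genes, and in 70 for the cumulus cell markers. A few of these splits carry much of the difference between MIX and GV: with 3 of the 4 GV libraries in the smaller group, 6679 to 8039 genes had an unadjusted p under 0.05. A small camera p in those splits does not count against a family, but they are too few for the larger of these numbers.

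RNA of cumulus cells in the GV libraries was tested as a source of the genes lower in MIX oocytes, with 29 marker genes listed before the data were examined. Of these, 19 had counts and 11 were tested. 7 of the 11 were below the median of all genes, and as a set they were not lower than the other genes (camera FDR 0.724). The most abundant in GV was *SERPINE2* with 25.7 ± 5.76 CPM, and 10.1 ± 3.59 CPM in MIX. *FST* and *GATM* were higher in MIX oocytes, and *TIMP1* was higher with an FDR of 0.207. The other 8 markers were lower, 7 of them with an FDR under 0.01, with *EREG* (-2.99) and *AREG* (-2.33) falling the most. Under fry, which tests against no change, the set was lower (FDR 2.99e-07). That the set did not fall further than the other genes argues against cumulus cell RNA as the main source of the fall of the many genes. A part from cumulus cell RNA stays open. Oocytes express some of the marker genes themselves, which was not tested.

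The raised isoforms of gDTUs were more often the shorter ones. A bias of the MIX libraries toward short transcripts would raise short genes as well. The genes with the shortest transcripts had a median log2 fold change of -1.22 and those with the longest -0.92 on library sizes, which argues against such a bias. A change in the use of isoforms with maturation stays open, as a hypothesis found on the same libraries.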
